# Light-induced Variation in Phenolic Compounds in Cabernet Sauvignon Grapes (*Vitis vinifera* L.) Involves Extensive Transcriptome Reprogramming of Biosynthetic Enzymes, Transcription Factors, and Phytohormonal Regulators

**DOI:** 10.3389/fpls.2017.00547

**Published:** 2017-04-19

**Authors:** Run-Ze Sun, Guo Cheng, Qiang Li, Yan-Nan He, Yu Wang, Yi-Bin Lan, Si-Yu Li, Yan-Rong Zhu, Wen-Feng Song, Xue Zhang, Xiao-Di Cui, Wu Chen, Jun Wang

**Keywords:** *Vitis vinifera*, sunlight exposure, phenolic compounds, transcriptome, transcription factor, phytohormone signaling

## Abstract

Light environments have long been known to influence grape (*Vitis vinifera* L.) berry development and biosynthesis of phenolic compounds, and ultimately affect wine quality. Here, the accumulation and compositional changes of hydroxycinnamic acids (HCAs) and flavonoids, as well as global gene expression were analyzed in Cabernet Sauvignon grape berries under sunlight exposure treatments at different phenological stages. Sunlight exposure did not consistently affect the accumulation of berry skin flavan-3-ol or anthocyanin among different seasons due to climatic variations, but increased HCA content significantly at véraison and harvest, and enhanced flavonol accumulation dramatically with its timing and severity degree trend. As in sunlight exposed berries, a highly significant correlation was observed between the expression of genes coding phenylalanine ammonia-lyase, 4-coumarate: CoA ligase, flavanone 3-hydroxylase and flavonol synthase family members and corresponding metabolite accumulation in the phenolic biosynthesis pathway, which may positively or negatively be regulated by MYB, bHLH, WRKY, AP2/EREBP, C2C2, NAC, and C2H2 transcription factors (TFs). Furthermore, some candidate genes required for auxin, ethylene and abscisic acid signal transductions were also identified which are probably involved in berry development and flavonoid biosynthesis in response to enhanced sunlight irradiation. Taken together, this study provides a valuable overview of the light-induced phenolic metabolism and transcriptome changes, especially the dynamic responses of TFs and signaling components of phytohormones, and contributes to the further understanding of sunlight-responsive phenolic biosynthesis regulation in grape berries.

## Introduction

Phenolic compounds, mainly hydroxycinnamic acids (HCAs) and flavonoids, are one of the most abundant secondary metabolites in grape (*Vitis vinifera* L.) berries and important to wine quality. HCAs accumulated in grape berry skin and flesh are *p*-coumaric, caffeic, ferulic, sinapic acid and their derivatives, usually in the form of esters (Baderschneider and Winterhalter, 2001). Three major classes of flavonoid compounds found in grapes include proanthocyanidins (PAs), anthocyanins and flavonols. PAs, also named condensed tannins, are polymers of flavan-3-ol monomeric units (such as catechin, epicatechin, epicatechin-3-*O*-gallte, and epigallocatechin) which located in both the grape skins and the seeds, with trace amounts also accumulated in the vasculature of berries, whereas flavonols and anthocyanins are detected only in berry skins (Downey et al., 2006). All these compounds have important physiological functions in diverse aspects of grape berry development, such as free radical scavenging, pigmentation and co-pigmentation, ultraviolet (UV) radiation protection and defense against microbial and fungal infections (Harborne and Williams, 2000; Winkel-Shirley, 2001). Furthermore, their contribution to the color, bitterness, astringency, and antioxidant properties of red wine and potential benefits for human health have gained much attention on elucidating the regulatory mechanism of phenolic biosynthesis in grapes over the years (Santos-Buelga and Scalbert, 2000; Conde et al., 2007). Phenolic compounds are derived from multiple branches of the phenylpropanoid biosynthetic pathway, one of the secondary metabolic routes well-characterized in diverse plant species (Hahlbrock and Scheel, 1989; Ferrer et al., 2008). The genes encoding the enzymes of the phenolic biosynthesis pathway in grapes have been isolated (Sparvoli et al., 1994) and also predicted from the complete genome sequence (Velasco et al., 2007; Da Silva et al., 2013), nearly all of which are composed of small gene families. The transcriptional regulation of some structural genes is mainly controlled by a ternary complex (MBW) involving transcription factors (TFs) from the R2R3-MYB, MYC-like basic helix-loop-helix (bHLH), and tryptophan-aspartic acid repeat (WDR, also known as WD40) proteins in several plant species, including *V*. *vinifera* (Hichri et al., 2011). Additional potential regulators of the phenolic biosynthesis pathway have also been identified in model and crop plants, such as the *Arabidopsis* WRKY, MADS (MCM1, Agamous, Deficiens, serum response factor) box and bZIP (basic domain/leucine zipper) TFs, as well as the maize R-Interacting Factor 1 (RIF1), an EMSY-related protein interacted with a certain bHLH protein, ZmR (Hichri et al., 2011). Furthermore, several other R2R3-MYB and single-repeat R3-MYB proteins, such as *Arabidopsis* AtMYBL2 and CPC (CAPRICE), gentian GtMYB1R1 and GtMYB1R9 and strawberry FaMYB1, act as transcriptional repressors which negatively regulate the biosynthesis of anthocyanins or PAs in plants (Aharoni et al., 2001; Matsui et al., 2008; Zhu et al., 2009; Nakatsuka et al., 2013). In the case of grapevine, VviMYB4a and its close homolog VviMYB4b have been characterized as important negative regulators of small-weight phenolic biosynthesis, whereas two other repressors, VviMYBC2-L1 and VviMYBC2-L3, were shown to fine tune flavonoid levels additionally (Huang et al., 2014; Cavallini et al., 2015).

Environmental factors (light, temperature, water status, and nutrients, etc.) and viticulture practices have been acknowledged to influence the development, ripening and phenolics composition of grape berries, and could thereby affect wine quality (Jackson and Lombard, 1993; Downey et al., 2006). Bunch shading and exposure treatments are regarded as influential practices that alter the accumulation and composition of phenolics and the expression of the corresponding biosynthetic genes by directly affecting the incidence of light on grape clusters and also changing other microclimatic aspects, such as temperature and humidity (Ristic et al., 2007; Koyama and Goto-Yamamoto, 2008; Chorti et al., 2010). Many studies have shown that artificial bunch shading resulted in greatly decreased flavonol concentrations, while the levels of PAs and anthocyanins were not significantly changed at harvest (Downey et al., 2004; Fujita et al., 2005; Cortell and Kennedy, 2006; Koyama and Goto-Yamamoto, 2008). On the other hand, enhanced sunlight exposure induced by basal leaf removal generally led to increased accumulation of flavonols, but did not alter anthocyanin concentration compared with the control, which might be correlated with the negative effects of elevated berry skin temperature (Downey et al., 2004; Chorti et al., 2010). In addition, grapes from sunlight exposure bunches had a higher proportion of B-ring trihydroxylation subunits within PAs and anthocyanins in comparison with normal and bunch shading fruit, which agree with the relative increase of *flavonoid 3′,5′-hydroxylase* (*VviF3′5′H*) expression (Cortell and Kennedy, 2006; Koyama and Goto-Yamamoto, 2008).

In recent years, a considerable amount of effort has been devoted to investigating the impact of cluster sunlight exposure treatments during specific stages of berry development and ripening on the detailed phenolic profiles as well as the expression of related structural and regulatory genes in different grape varieties (Matus et al., 2009; Chorti et al., 2010; Lemut et al., 2011; Kotseridis et al., 2012; Lee and Skinkis, 2013; Matsuyama et al., 2014; Wu et al., 2014; Friedel et al., 2015). For instance, the expression of *flavonol synthase 1* (*VviFLS1*, also known as *VviFLS4*) and its specific transcriptional activator *VviMYB12* (also named *VviMYBF1*) was drastically increased following leaf removal treatment, which ultimately resulted in the quickly increased flavonol synthesis (Matus et al., 2009). Leaf removal also up-regulated anthocyanin synthesis related structural genes and regulators in grape skins, such as *chalcone synthase* (*VviCHS*), *uridine diphosphate (UDP)-glucose:flavonoid 3-O-glucosyltransferase* (*VviUFGT*), *anthocyanin-O-methyltransferase* (*VviAOMT*), *flavonoid 3′-hydroxylase* (*VviF3′H*), *VviF3′5′H, VviMYBA1*, and *VviMYB5a* (Matus et al., 2009; Matsuyama et al., 2014; Wu et al., 2014). More recently, two bZIP TFs elongated hypocotyl 5 protein (HY5) orthologs, VviHY5 and VviHYH, were characterized as constituents of the UV-B response pathway in grapevine and mediated flavonol accumulation in response to high radiation exposure (Loyola et al., 2016; Matus, 2016). However, there are still pending questions regarding the complex underlying molecular mechanism of the phenolic metabolism regulation network involved in light response. In the present study, accumulation and compositional changes of HCAs, flavan-3-ols, anthocyanins and flavonols were determined in *V. vinifera* L. cv. Cabernet Sauvignon grape berries from different fruit-zone light-exposure treatments in multiple phenological stages under field conditions over three successive seasons. To understand the regulation of phenolic biosynthesis under different irradiation conditions, the influences of light exposure on the transcription of phenolic biosynthetic genes and their putative upstream regulators, as well as the relationship between metabolism and transcription in grapes throughout berry development were also examined.

## Materials and Methods

### Plant Material and Sunlight Exposure Treatment

Field experiments were conducted in a commercial vineyard of *V. vinifera* L. Cabernet Sauvignon located in Manas Country (44°17′ North, 86°12*′* East, 475 m above sea level), the wine-producing region of Xinjiang province, China, for three consecutive growing seasons (2011, 2012, and 2013). The own-rooted vines in this vineyard were planted in 2000, managed on a modified Vertical-Shoot-Positioned (M-VSP) trellis system with a spur-pruned cordon retaining 15 nodes per linear meter, arranged in north-south rows with 2.5 m × 1 m vine spacing and equipped with a furrow irrigated system. Nutrition and pest management was carried out according to industry standards for this cultivar and the region as previously described (Cheng et al., 2014).

Sunlight exposure treatments were carried out as described by Matus et al. (2009), with some modifications. In three consecutive years, eight fruit-zone light exposure levels were established in the vines through artificial leaf removal, half leaf removal, or leaf moving (**Figure 1**): leaf removal at berry pepper-corn size (LR-PS); leaf removal at véraison (LR-V); leaf removal after véraison (LR-AV); half leaf removal at véraison (HLR-V); half leaf removal after véraison (HLR-AV); leaf moving at véraison (LM-V); leaf moving after véraison (LM-AV); and non-treated control (C). Leaf removal and half leaf removal treatments were carried out by removing the first one to six basal leaves from the main shoots with clusters and three basal leaves from the first, third, and fifth of each shoot with clusters, respectively. For leaf moving treatment, the first one to six basal leaves of each shoot with clusters were moved aside by the use of nylon zip-ties, in order to increase the sunlight exposure of grape clusters without affecting the photosynthetic carbon assimilation to the fruit. Each treatment was arranged in a completely randomized experimental design with three biological replicates. In each biological replicate, treatment was applied to 15 vines randomly selected from the vineyard’s south and north sites.

**FIGURE 1:**
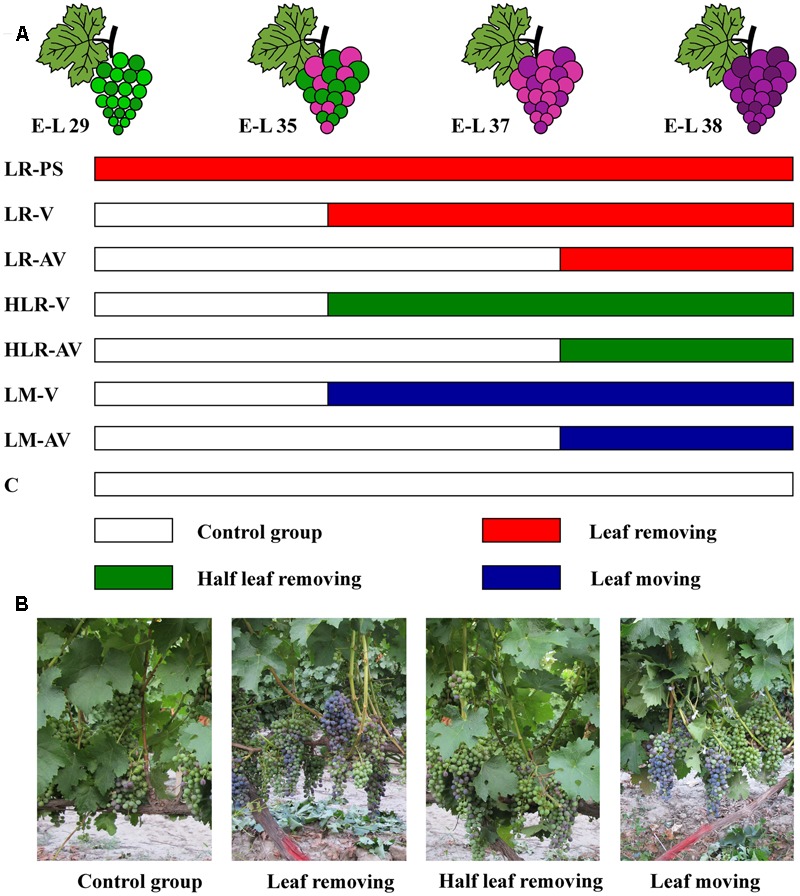
**(A)** Experimental design for different cluster sunlight exposure treatments and **(B)** field photographs of Cabernet Sauvignon grapes under different sunlight exposure treatments. LR-PS, leaf removal at berry pepper-corn size; LR-V, leaf removal at véraison; LR-AV, leaf removal after véraison; HLR-V, half leaf removal at véraison; HLR-AV, half leaf removal after véraison; LM-V, leaf moving at véraison; LM-AV, leaf moving after véraison; C, control group.

The meteorological data during berry development in 2011, 2012, and 2013, including sunlight duration (h), growing degree days (°C), temperature (°C), rainfall (mm) and relative humidity (%), were gathered from the local meteorological administration (Supplementary Table S1). To determine the influence of sunlight exposure on canopy microclimatic conditions, photosynthetically active radiation (PAR) sensor (model S-LIA-M003, Onset Computer Corporation, Bourne, MA, USA) and total radiation sensor (model S-LIB-M003, Onset Computer Corporation, Bourne, MA, USA) were positioned parallel with the cordon at the bunch zone on the defoliated side (west) of the canopy of both exposure and control groups during grape berry development in 2012 and 2013. The air temperature and relative humidity (RH) inside the canopy of each group were also monitored via a Hobo temp/RH smart sensor (model S-THB-M002, Onset Computer Corporation, Bourne, MA, USA) placed at the fruit zone. Each measurement was performed at 5-min intervals (Supplementary Table S2).

Berries from each treatment and control group were sampled at the following developmental time points: 3 weeks after flowering (waf) (berry pepper-corn size; E-L 29), five waf (berry pea-size, E-L 31), seven waf (berry still hard and green, E-L 33), early-véraison (berries begin to color, E-L 35), mid-ripening stage (berries with intermediate Brix values, E-L 36), end of véraison (berries not quite ripe, E-L 37) and complete ripening stage (E-L 38) (Coombe, 1995). For each biological replicate, 600 berries were randomly separated from both sunny and shade sides of at least 100 clusters within 15 vines. The sampling time was fixed at 10:00 to 11:00 am, and three biological replicates were collected with the same method at each sampling date. After being washed with distilled water, a sub-sample of 100 berries from each biological replicate was subjected to the physiological measurements, including berry fresh weight, total soluble solids (TSS) content and titratable acidity (TA), the rest were frozen in liquid nitrogen immediately and transported to the lab in dry ice for the subsequent metabolites determination or transcriptional analysis. TSS concentrations of the juices were measured with digital pocket handheld refractometer (Digital Hand-held Pocket Refractometer PAL-1, Atago, Tokyo, Japan), and TA was determined by titration with NaOH to the end point of pH 8.2 and expressed as tartaric acid equivalent (Cheng et al., 2014).

### Isolation and Identification of Compounds

Phenolic acids were extracted from berries and analyzed as described by Song et al. (2013, in Chinese with English abstract). In detail, a sub-sample of 100 frozen berries randomly selected from each biological replicate was first ground into powder under liquid nitrogen after weighing and removing the seeds. For the analysis of monomeric phenolics, 5 g of ground powder was extracted with 25 mL of 1% (v/v) ascorbic acid and 10 mM EDTA in 4 M NaOH. The extraction mixture was then sonicated for 3 min and shaken in incubator shakers in dark for 8 h under a nitrogen atmosphere at 35°C. After acidification to pH 2 using 6 M HCl and centrifugation at 8,000 rpm for 20 min, the clear supernatant was extracted four times with diethyl ether to obtain the free phenolic acids released from the soluble ester. The combined supernatant was evaporated to dryness, dispersed in 0.5 mL of methanol, and filtered through a 0.45 μm Millipore membrane filter (Millipore Co. Ltd, Billerica, MA, USA) prior to high performance liquid chromatography (HPLC) analysis.

Skin flavonoids were extracted from a sub-sample of 100 berries randomly selected from each biological replicate as described by Li et al. (2014), with some modifications. For flavan-3-ols preparation, 0.1 g sub-sample of skin powder was extracted in a solution of 50 g/L phloroglucinol (1 mL) containing 0.3 N HCl and 0.5% (v/v) ascorbic acid in darkness at 50°C for 20 min. After terminating the reaction by addition of 1 ml NaAc (50 mM), the extraction mixture was centrifuged at 10,000 rpm for 15 min, and the clear supernatant was collected. The residues were re-extracted three times, and all the supernatants were mixed and stored at -40°C. To extract anthocyanins, 0.5 g sub-sample of skin powder was extracted in 10 mL of methanol solution containing 1% formic acid under sonication for 10 min at room temperature, and then shaken in incubator shakers in dark at 25°C for 30 min at a rate of 200 rpm. The extraction mixture was centrifuged at 8,000 rpm for 20 min and the clear supernatant was collected. The residues were re-extracted four times, and all the supernatants were pooled and evaporated to dryness in a rotary evaporator at 30°C, and then dissolved in 10 mL of 10.8% (v/v) acetonitrile aqueous solution with 2% formic acid. All the extracts obtained above were filtered through 0.22 μm nylon membrane filters before HPLC analysis. For flavonols extraction, 5 g sub-sample of skin powder was immersed in 15 mL of 50% ethanol solution containing 1% acetic acid with the aid of ultrasonic vibrations for 35 min at room temperature and then centrifuged at 8,000 rpm for 10 min. The residues were re-extracted four times, and the pooled supernatants were macerated with 50 mL of distilled water and then extracted in 40 mL of ethyl acetate three times. The organic phase was collected and evaporated to dryness in a rotary evaporator at 30°C, and then suspended in 2 mL of 25% methanol. Three independent extractions from three biological repeats were conducted for either the berry or the skin of each sample.

Phenolic acids were monitored on an Agilent 1100 series HPLC-MSD trap VL (Agilent, Santa Clara, CA, USA), equipped with a diode array detector (DAD) and a reversed phase column (Zorbax SB-C18, 250 × 4 mm, 5 μm). The injection volumes were 10 μL and the column thermostat was set at 30°C. Mobile phase A consisted of methanol/acetic acid/water (10:2:88, v/v/v), and mobile phase B consisted of methanol/acetic acid/water (900:15:85, v/v/v). The gradient was from 0 to 3.6% B for 7 min, from 3.6 to 15% B for 19 min, from 15 to 25.5% B for 6 min, from 25.5 to 29.7% B for 3 min, from 29.7 to 45.5% B for 10 min, from 45.5 to 0% B for 8 min, at a flow rate of 1 mL/min. All phenolic acid compounds were identified by matching the retention time and their spectral characteristics against those of standards (Sigma, St. Louis, MO, USA). Chlorogenic acid and caffeic acid were quantified at 325 nm while *p*-coumaric acid, ferulic acid and sinapic acid at 275 nm. The conditions for the mass spectrometry (MS) were as follows: electrospray ionization (ESI) interface; negative ion model; nebulizer pressure, 241.3 kPa; dry gas flow rate, 10 L/min; dry gas temperature, 350°C; Trap ion charge control (ICC), 30,000 units; collision-induced dissociation (CID) voltage, 1.00 V; scan at *m*/*z* 100–1,000.

Qualitative and quantitative analyses of flavonoids were carried out on an Agilent 1200 series HPLC-MSD trap VL linked simultaneously to a DAD (for flavan-3-ols and anthocyanins) or a variable wavelength detector (for flavonols) as described previously (Cheng et al., 2014; Li et al., 2014; Zhu et al., 2014). Flavan-3-ols, anthocyanins and their derivatives were analyzed as in Cheng et al. (2014) and Li et al. (2014), respectively. Flavonols and their derivatives were eluted by using a selection of reverse phase column (Zorbax SB-C18, 50 × 3 mm, 1.8 μm) and binary gradient elution with mobile phase A consisted of acetonitrile/formic acid/water (50:85:865, v/v/v), and mobile phase B consisted of acetonitrile/methanol/formic acid/water (250:450:85:215, v/v/v/v), which was in accordance with Zhu et al. (2014, in Chinese with English abstract) with minor revision. Proportions of solvent B varied as follows: from 0 to 14.2% for 24.2 min, from 14.2 to 15.7% for 2.8 min, from 15.7 to 18.8% for 6.4 min, from 18.8 to 23.5% for 5.4 min, from 23.5 to 26% for 6 min, from 26 to 27.4% for 2 min, from 27.4 to 32% for 4.6 min, from 32 to 40% for 10.2 min, from 40 to 100% for 6 min, from 100 to 0% B for 10.6 min, at a flow rate of 1 mL/min. The injection volumes were 50 μL and the column thermostat was set at 40°C. All flavonol compounds were identified by the UV spectrum and retention time of quercetin-3-*O*-glucoside (Sigma, St. Louis, MO, USA). The detector wavelength was 360 nm. The ESI parameters were as follows: negative ion model, nebulizer pressure, 30 psi; dry gas flow rate, 10 mL/min; dry gas temperature, 325°C; Trap ICC, 30,000 units; CID voltage, 1.00 V; scan at *m*/*z* 100–1,000. Quantitative determination of flavonoids was performed using the external standard method with commercial standards. All analyses were run in replicate and averaged for each biological replicate. One-way ANOVA followed by the Duncan’s new multiple range test was performed using SPSS 20.0 for windows (SPSS Inc., Chicago, IL, USA) to determine significant differences of the physicochemical indexes and phenolic accumulations among treatments at each sampling time point.

### RNA Isolation, Sequencing, and Data Analysis

Based on biochemical parameters and metabolite profiles, we selected the berries of three developmental stages (E-L 36, 37, and 38) from the LR-V and LM-V treatments and the control group during the 2012 growing season to conduct the transcriptome profiling analysis. A sub-sample of 50 berries were randomly selected from each biological replicate for RNA extraction. Total RNAs for RNA-seq analysis were isolated from frozen deseeded berries using a Plant Total RNA Extraction Kit (Sigma, St. Louis, MO, USA), and further purified by DNase I (Promega, Madison, WI, USA) digestion. RNA integrity and concentration were analyzed using the Nanodrop 2000 spectrophotometer (Thermo Fisher Scientific Inc., Wilmington, DE, USA) and the Aglient 2100 Bioanalyzer (Agilent, Santa Clara, CA, USA). Following quality assessment, cDNA libraries constructed from three biological replicates of each sample were sequenced by Illumina Hiseq^TM^2000 sequencer (Illumina Inc., San Diego, CA, USA) with a 50-bp single read module RNA-seq reads and then aligned against the reference grapevine genome V2^1^ using the alignment software Bowtie (Langmead et al., 2009), allowing no more than two nucleotides mismatched. The FPKM (expected fragments per kilobase of transcript per million fragments mapped) method was used for calculating the transcript abundance of each gene (Trapnell et al., 2010). Transcripts were mapped to reference canonical pathways in the Kyoto Encyclopedia of Genes and Genomes (KEGG)^2^ as described previously (Sun et al., 2015a). Prediction of TFs was performed by using the HMMsearch program. Identification of differentially expressed genes (DEGs) between samples was performed with R package ‘NOISeq’ (Tarazona et al., 2011). A threshold of fold-change ≥ 2 and divergence probability ≥ 0.8 was used for filtering the significance of the gene expression difference. 

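The rule of fold change at least 2 and probability at least 0.8 was rebuilt from its published description, with 0.5 in place of 0. It was applied to the deposited FPKM values of the 19761 genes at FPKM 1 or more in at least 3 libraries. Genes below that minimum could not be picked by the rule, and its probability rests on the 19761 genes alone. In LR-V berries it picks 499 genes at E-L 36 (461 higher than in C, 38 lower), 400 at E-L 37 (281 higher, 119 lower) and 773 at E-L 38 (623 higher, 150 lower). LM-V berries have 81 such genes at E-L 36, 123 at E-L 37 and 300 at E-L 38. A further 1055 genes with higher and 480 with lower values in LR-V at E-L 36 reach the fold change without reaching the probability, the class the authors call moderate. Of the genes the rule picks, limma also calls 252, 182 and 554 for LR-V and 10, 40 and 228 for LM-V at E-L 36, 37 and 38.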

Heatmap visualizations were performed using the R package ‘pheatmap’ (Kolde, 2012). Pearson correlation evaluation was conducted with R package ‘Hmisc’ using the rcorr function (Harrell and Dupont, 2012) and co-expression networks were visualized with the Cytoscape software version 3.2.0 (Shannon et al., 2003).

### Quantitative Real-time PCR

Validation of the transcript quantification from the RNA-seq data was carried out through quantitative real-time PCR (qRT-PCR). For extraction of skin RNAs, berry skins from another sub-sample of 50 berries randomly selected from each biological replicate were manually separated from pulps. Total RNA from berry skins was isolated using the same method mentioned above. The subsequent cDNA synthesis and qRT-PCRs were performed as described by Sun et al. (2015a). Gene-specific primers used for qRT-PCR are listed in Supplementary Table S3 (Downey et al., 2003; Castellarin et al., 2006; Fujita et al., 2006; Reid et al., 2006; Bogs et al., 2007; Czemmel et al., 2009; Shimazaki et al., 2011; Azuma et al., 2012; Sun et al., 2015b, 2016). All reactions were run in triplicate, and the normalized relative expression levels of target genes were calculated by 2^-δCt^ (ΔCt = Ct_Target_ – Ct_Control_, Ct: cycle threshold). *VviUbiquitin1* and *Vviβ-Actin* genes were selected as endogenous controls for normalization and Ct_Control_ was the geometric mean of their threshold cycles.

## Results and Discussion

### Berry Development and Ripening

Changes in berry fresh weight, TSS and TA of Cabernet Sauvignon grape berries collected from E-L 31 stage until harvest during the first growing season (2011) and from E-L 29 stage until harvest during the subsequent two growing seasons (2012 and 2013) are shown in Supplementary Figure S1. The date of véraison and harvest were set at approximately eight and sixteen waf, respectively, during all three seasons. Previous studies on several grape species and cultivars reported little or no effect of leaf removal treatments on fruit weights and juice soluble solid contents at harvest (Haselgrove et al., 2000; Main and Morris, 2004; Chorti et al., 2010; Kotseridis et al., 2012). In this study, weight of berries for LR-PS was significantly lower than that of the control at harvest in the 2011 season, while an opposite result was observed in the 2012 season. LM-V and LM-AV significantly increased berry weights from 1 week after each treatment until berry ripening during the 2011 and 2012 seasons, however, there were no discernible differences between each of the two treatments and the control during the third experimental season (Supplementary Table S4). Overall, there were no consistent trends in the differences of berry fresh weight between each of the light-exposure treatment group and the control group during berry development in all the three experimental seasons. Similarly, the differences in the level of juice soluble solids between the exposed and shaded berries during berry development were also inconsistent among different seasons. No treatment differences were found in soluble solid contents at harvest in all the 3 years, except for those of berries from LR-PS, which was higher than that of the control in the 2011 season (Supplementary Figure S1). Specifically, ripening berries from the control and all light-exposure treated clusters have lower soluble solid contents in the 2013 season compared with the other two seasons, which could be attributed to the relative lower level of flowering-to-harvest growing degree days (GDD) accumulation in 2013 than those in the other 2 years (Supplementary Table S1), similar with the results from a previous study (Spayd et al., 2002). The decrease of the TA in the berries from LR-PS treatment during véraison was slightly faster than that of the control during the 2011 and 2012 seasons. However, the influence of LR-PS treatment on TA was negligible during the 2013 season. At harvest, there was no significant difference in the TA among treatments in all the three seasons (Supplementary Figure S1), which was inconsistent with previous studies that leaf removal treatments reduced TA (Zoecklein et al., 1992; Percival et al., 1994), suggesting that TA was differently affected by sunlight exposure depending on cultivar and climate.

### Influence of Cluster Sunlight Exposure Treatments on Phenolic Concentration and Composition

Of the many environmental factors that affect the phenolic biosynthesis in many plants, light has been regarded as one of the major influences (Downey et al., 2004; Cominelli et al., 2008; Wang et al., 2012; Jaakola, 2013). The present study shows that the concentration of total HCAs was significantly increased in the sunlight exposure berries in comparison with the control berries at both véraison and harvest in all the three experimental seasons, except for berries from LR-PS and LR-AV treatments, in which the level of HCAs was slightly higher during véraison while lower at the harvest stage compared with the control in both the 2011 and 2012 seasons (**Figure 2A** and Supplementary Table S4). The results obtained in our study are inconsistent with a previous study conducted on Pinot Noir, which showed that the concentration of HCAs throughout maturation was effectively enhanced by leaf removal at berry set but slight influenced by leaf removal at véraison (Lemut et al., 2011). Of the three classes of flavonoids, flavan-3-ols are present in the greatest proportion in grapes, followed by anthocyanins, with flavonols being present at relatively low levels (Downey et al., 2004). Sunlight exposure did not consistently affect the accumulation of total flavonoids or flavan-3-ols in the skins throughout berry development or at harvest among different seasons (**Figures 2B, 3A**). The concentration of total flavonoids and flavan-3-ols in the skins was slightly lower in LR-PS, LR-V, LR-AV, and HLR-V, while the former was higher in HLR-AV and LM-V treated berries than those from control berries at harvest in the 2011 season. Each of the seven sunlight exposure treatments resulted in decrease in concentration of skin total flavonoids as well as flavan-3-ols at harvest in the 2012 season, while an opposite result was observed in the 2013 season, except for berries from LR-PS, in which the concentration of total flavonoids and flavan-3-ols showed a significant decrease and no discernible difference compared with the control, respectively (Supplementary Table S4). The seasonal variations in the level of flavan-3-ol compounds might be caused by differences of temperature, GDD or the level of PAR during berry ripening among seasons (Supplementary Tables S1, S2), which suggests an ambiguous effect of light-exposure on the flavan-3-ol biosynthesis in grape berry skins.

**FIGURE 2:**
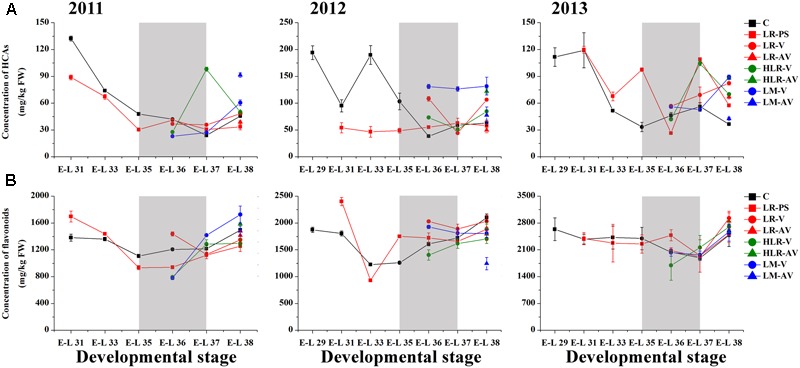
**Changes of the accumulation of (A)** hydroxycinnamic acids (HCA) and **(B)** total flavonoids in different cluster sunlight exposed grape berries during development over three seasons. C, control group; LR-PS, leaf removal at berry pea-size; LR-V, leaf removal at véraison; LR-AV, leaf removal after véraison; HLR-V, half leaf removal at véraison; HLR-AV, half leaf removal after véraison; LM-V, leaf moving at véraison; LM-AV, leaf moving after véraison. Data are mean ± SD of three biological replicates. Light gray background represents the phenological phase of véraison from 5 to 100% of colored berries.

**FIGURE 3:**
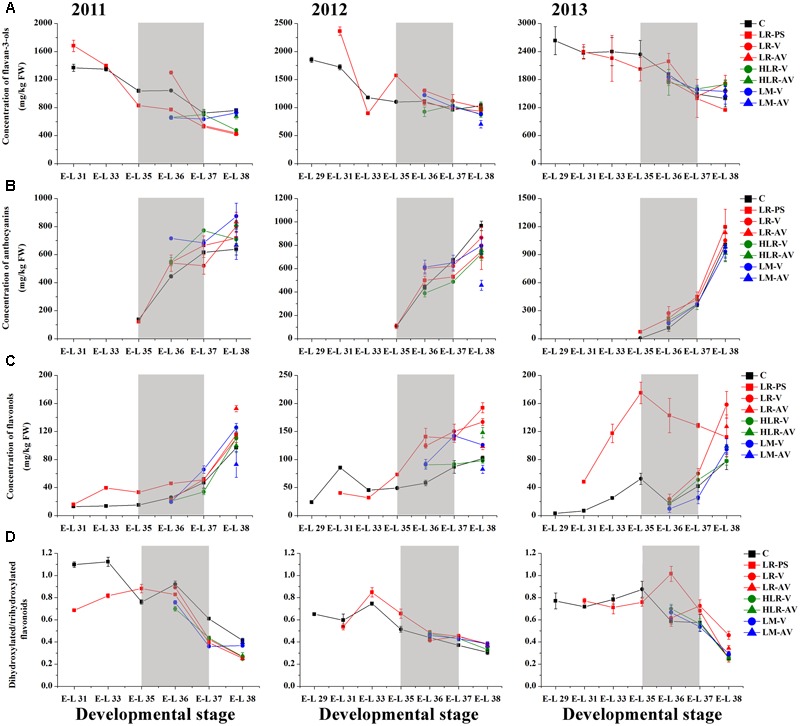
**Changes of the accumulation of (A)** flavan-3-ols, **(B)** anthocyanins, **(C)** flavonols, and **(D)** the ratio of dihydroxylated/trihydroxylated flavonoids in different cluster sunlight exposed grape berry skins during development over three seasons. C, control group; LR-PS, leaf removal at berry pea-size; LR-V, leaf removal at véraison; LR-AV, leaf removal after véraison; HLR-V, half leaf removal at véraison; HLR-AV, half leaf removal after véraison; LM-V, leaf moving at véraison; LM-AV, leaf moving after véraison. Data are mean ± SD of three biological replicates. Light gray background represents the phenological phase of véraison from 5 to 100% of colored berries.

Anthocyanin biosynthesis has been found to be variably regulated in response to light conditions in a number of sunlight exposure studies, which is possibly confounded by varying experimental settings and other factors, such as cultivar, vineyard location, timing of leaf removal, and growing season. For instance, leaf removal at berry set increased skin anthocyanins in grapes of Merlot, Cabernet Sauvignon and Pinot noir (Lemut et al., 2011; Kotseridis et al., 2012), and pre-bloom leaf removal also substantially increased anthocyanin concentration in Barbera, Lambrusco salamino, Graciano, and Carignan grapes when compared with no leaf removal (Poni et al., 2009; Tardaguila et al., 2010). However, another exposure study indicated that no significant differences among treatments were observed in anthocyanin levels in Nebbiolo grapes at harvest, although leaf removal caused a temporary acceleration of anthocyanin accumulation throughout ripening (Chorti et al., 2010). In the present study, sunlight exposure increased the level of skin anthocyanins at the initiation of grape coloration compared to the control in at least two of the three experimental seasons, while no consistent differences among treatments were observed in the concentration of anthocyanins at harvest over the three experimental seasons (**Figure 3B**). In the 2011 season, almost all exposure treatments could significantly (LR-V, LR-AV, HLR-AV, and LM-V) or slightly (LR-PS and HLR-V) increase skin anthocyanin amount at harvest, whereas no significant differences in the concentration of skin anthocyanins at harvest among treatments were observed in the 2013 season. On the contrary, slight or significant decreases in the skin anthocyanin amount were observed from all of the light exposed berries in the 2012 season (Supplementary Table S4). The diametrically opposed result was possibly due to increased levels of PAR, solar radiation and average temperature for exposed berries during coloration and the maturation phase (Supplementary Table S2), accompanied with a relative high temperature during berry ripening in this experimental season (Supplementary Table S1), which could lead to the inhibit formation or induce degradation of anthocyanins (Yamane et al., 2006; Tarara et al., 2008; Pastore et al., 2013).

Among the three major classes of flavonoid compounds, the accumulation of flavonols was most drastically affected in berry skins under the sunlight exposure treatments. Flavonols have been found to accumulate in sun-exposed tissue of grapes and are thought to act as UV protectants and free radical scavengers (Price et al., 1995; Downey et al., 2004). Leaf removal at all three phenological stages resulted in a dramatic increase in flavonol concentration in the grape skin throughout berry development during the three experimental seasons, similar to the results conducted on Sangiovese berries previously (Pastore et al., 2013), but the degree of their effect was variable among seasons in our experiments (**Figure 3C**). The level of flavonol compounds was also moderately increased by HLR-AV and LM-V treatments, except that there was no significant difference between the control and HLR-AV in the 2011 season. HLR-V and LM-AV did not significantly influence the concentration of skin flavonols at harvest compared with the control, although there was a temporary acceleration of flavonol accumulation throughout ripening in HLR-V treated berries (**Figure 3C** and Supplementary Table S4). However, opposite results regarding changes in flavonol contents under different sunlight exposure treatments have been found previously, in which leaf moving at véraison increased flavonol synthesis greater than leaf removal treatment (Matus et al., 2009), suggesting that the enhanced accumulation of flavonols under treatments is strongly associated with the severity degree of sunlight exposure, and also climate divergences in different years and regions.

In the flavonoid biosynthesis pathway, two metabolic branches leading to the biosynthesis of B-ring dihydroxylated (3,3′-OH) and trihydroxylated (3,3′,5′-OH) subunits were reported to have different sensitivities in response to various lighting conditions in many previous researches (Downey et al., 2004; Azuma et al., 2012; Guan et al., 2015). Our results showed that the molar ratio of dihydroxylated to trihydroxylated flavonoids was continuously decreased throughout berry ripening, while changes of the ratio among treatments were inconsistent during the three seasons (**Figure 3D**). In the first experimental season, the ratio of dihydroxylated/trihydroxylated flavonoids in berries from almost all of the sunlight exposure treatments was decreased compared with the control across development, except for LR-PS at E-L 33 stage, LR-V at E-L 35 stage and LM-AV at harvest. In contrast, however, light-exposure caused a slight or marked increase in the ratio of dihydroxylated/trihydroxylated flavonoids during berry ripening in the 2012 growing season. In the last experimental season, no significant differences in the ratio of dihydroxylated/trihydroxylated flavonoids were observed among treatments except for berries from the leaf removal treatments, which was increase in LR-V and LR-AV treated berries at harvest and in LR-PS treated berries during coloration (**Figure 3D** and Supplementary Table S4). In contrast to the results obtained from cluster shading studies (Koyama and Goto-Yamamoto, 2008; Guan et al., 2015), the effect of light-exposure was possibly influenced by the temperature or other climate variables of the year.

### Light-induced Transcriptional Changes of Phenolic Biosynthetic Pathway Genes

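Gene expression was measured by RNA-seq in deseeded berries of the control (C), leaf removal (LR-V) and leaf moving (LM-V) vines at E-L 36, 37 and 38, with 3 biological replicates per group and 27 libraries in all. Against C, many more genes were called for leaf removal than for leaf moving at the first 2 stages. At E-L 36, 1094 genes differ between LR-V and C (806 higher, 288 lower) and 14 between LM-V and C (12 higher, 2 lower). Such counts do not test the 2 treatments against each other, which the direct comparison below does. At E-L 37 the numbers are 991 for LR-V (353 higher, 638 lower, but 516 higher and 276 lower after median-of-ratios scaling) and 113 for LM-V (73 higher, 40 lower, with that scaling 118 and 25), and at E-L 38 they are 3514 (2001 higher, 1513 lower) and 1877 (909 higher, 968 lower, but 1129 and 854 after that scaling). Compared directly, LR-V and LM-V berries differ in 7 genes at E-L 36, in none by limma at E-L 37 (1387 genes have an unadjusted p under 0.05, where chance gives 988.1) and in 1472 at E-L 38. When only the groups compared are fitted, the counts are 504, 249 and 1973 for LR-V, 0, 13 and 1349 for LM-V, and 0 at E-L 36 and 3 at E-L 38 between the treatments. Leaving out 1 library moves many of them by more than 1.5 times. For LR-V the 1094 falls to 526 or 494 (C replicates B or C) and 557 or 494 (LR-V replicates A or B), the 991 to 623, 364 or 460 (C replicates A, B or C) and 445 or 322 (LR-V replicates A or C) or rises to 1523 (LR-V replicate B), and the 3514 falls to 2249 or 2287 (C replicates A or B) and 1916 (LR-V replicate C). For LM-V the 14 falls to 4 or 3 (C replicates B or C) and 8 or 6 (LM-V replicates A or B) or rises to 29 (LM-V replicate C), the 113 falls to 75, 40 or 40 (C replicates A, B or C) and 64 or 19 (LM-V replicates A or B), and the 1877 to 1113 or 1129 (C replicates A or B) and 1078 (LM-V replicate B). Between the treatments the 7 becomes 157 or 0 (LM-V replicates B or C) and 0, 2 or 64 (LR-V replicates A, B or C), the 0 at E-L 37 becomes 1 (LR-V replicate B), and the 1472 becomes 632 or 842 (LM-V replicates A or C) and 844, 2270 or 356 (LR-V replicates A, B or C). At E-L 36 and 37 the lowest count without 1 library for LR-V (494 and 322) lies above the highest for LM-V (29 and 129). Ripening itself moved more genes than either treatment: 7419 between E-L 36 and 37 in control berries (5453 higher and 1966 lower, but 2695 and 3311 after median-of-ratios scaling, which moves the median log2 fold change of all genes from 0.195 to 0.009) and 5639 between E-L 37 and 38.
The paper's methods describe 50-bp single reads aligned to grapevine genome V2 with Bowtie, with at most 2 mismatches, and FPKM per gene. The deposited table gives FPKM to 2 decimals for 28940 genes in each library and no read counts, so the number of reads per library is not known here. Sums of FPKM per library run from 600395 to 690035. Steps between the lowest values put the depth of each library at 0.917 to 1.035 of that of C replicate A at E-L 36. Replicates of a group correlate at r = 0.941 to 0.982 over genes. The values were compared as deposited, on the log2(FPKM + 1) scale, with limma over all 9 groups at once, for the 19761 genes at FPKM 1 or more in at least 3 libraries. Adjusted p values are Benjamini-Hochberg values over those genes, a gene is said to rise or fall where its adjusted p is under 0.05, and ± gives the standard deviation of n = 3 libraries. Fold changes on this scale understate the change of genes with low values. LR-V and LM-V are compared with the same 3 control libraries at each stage, so their effects share the error of those controls.
Seed storage transcripts are uneven between libraries although the berries were deseeded. A 2S albumin-like gene (VIT_219s0177g00090) and a vicilin-like gene (VIT_206s0004g03260) together average more than 3 on the log2(FPKM + 1) scale in LR-V replicate A at E-L 36 (3.84), replicates B and C at E-L 37 (4.84 and 3.17), replicates A and C at E-L 38 (4.01 and 3.27) and LM-V replicate B at E-L 37 (3.29), while no control library exceeds 1.73. Leaving out these 6 libraries keeps only 1 LR-V library at E-L 38, so a fit without them cannot tell fewer libraries from a seed effect. With all libraries and the mean of the 2 genes as a covariate, the 3514 genes called there for LR-V against C fall to 2572. The 1472 against LM-V fall to 841. Of 244 genes that follow these transcripts within groups at r above 0.8, 33 are among the 3514. For genes that follow these transcripts more closely, the correlation r with them is given.

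**Figure D1:**
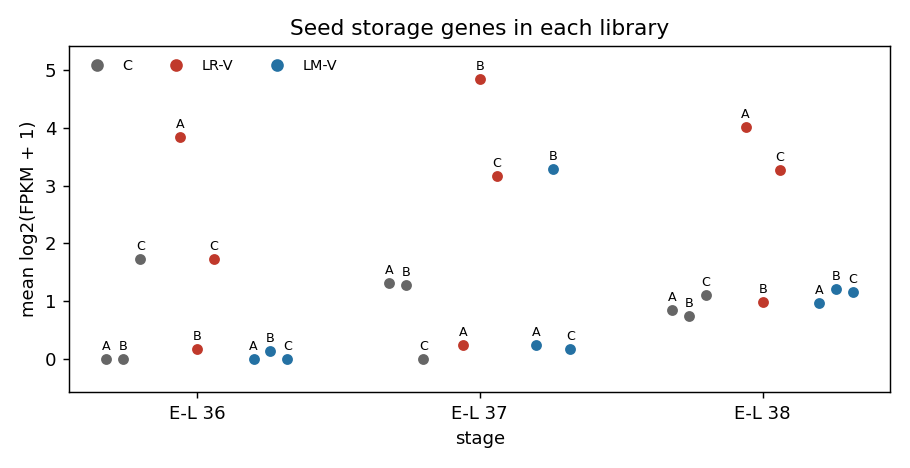
Mean log2(FPKM + 1) of the 2 seed storage genes in each of the 27 libraries, by group and stage. Letters are the replicate labels.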

To investigate the responses of phenylpropanoid/flavonoid biosynthetic pathway related structural and regulatory genes to different light-exposure treatments, berries of three distinct development stages (E-L 36, 37, and 38) from the LR-V and LM-V treated and the control groups during the 2012 growing season were selected to characterize the changes in gene expression at the transcript level by RNA-seq. Results showed that the general structural genes of phenylpropanoid and flavonoid metabolic pathways, including some members of phenylalanine ammonia-lyase (PAL, EC 4.3.1.24), 4-coumarate: CoA ligase (4CL, EC 6.2.1.12) and flavanone 3-hydroxylase (F3H, EC 1.14.11.9), were significantly or moderately (fold-change ≥ 2 while divergence probability ≤ 0.8) up-regulated in berries from the LR-V and LM-V treatment groups at E-L 36 and 38 stages while down-regulated at E-L 37 stage. Furthermore, almost all members of CHS (EC 2.3.1.74) and chalcone isomerase (CHI, EC 5.5.1.6) were moderately down-regulated in sunlight exposed grapes in comparison with those from the control group across the three developmental stages. 

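VviPAL1 (VIT_206s0004g02620) and VviPAL7 (VIT_213s0019g04460), which encode the enzyme that opens the phenylpropanoid pathway, fell in LR-V berries at E-L 37, from 23.1 ± 3.17 to 9.09 ± 4.42 FPKM (log2 fold change −1.33, adjusted p = 0.00262, n = 3) and from 50.6 ± 4.5 to 27.4 ± 6.93 FPKM (−0.88, adjusted p = 0.0073). Their LR-V effect at E-L 37 differs from the mean effect at the other two stages (−1.11, adjusted p = 0.0306, and −0.89, adjusted p = 0.0249). The PAL family as a whole has higher sums of group means at the outer stages, 141 FPKM in LR-V and 127 in LM-V against 104 in C at E-L 36, and 129 and 148 against 98.3 at E-L 38, yet no single PAL member of 15 is called by limma there (in LR-V 2 and 0 genes and in LM-V 0 and 5 genes have an unadjusted p under 0.05). At E-L 36 some members are far higher in replicate A of each treatment. VviPAL15 (VIT_216s0039g01100) is at 49.84, 20.64 and 30.73 in LR-V replicates A, B and C. It is at 45.57, 19.83 and 18.2 in those of LM-V, against 23.56, 17.4 and 15.21 in C. Other members, such as VviPAL1, do not show this. All 15 lie above their control at E-L 38 in both treatments, with medians of 0.56 (LR-V) and 0.82 (LM-V).
A 4CL gene (VIT_206s0061g00450), whose product links CoA to coumaric acid, rose in LR-V at E-L 38 from 22.7 ± 1.11 to 32.6 ± 2.76 FPKM (0.50, adjusted p = 0.00124), and a second (VIT_216s0050g00390) rose at E-L 36 from 67.4 ± 11.4 to 85.8 ± 0.82 (0.35, adjusted p = 0.032). VIT_211s0052g01090 of the same family fell at E-L 37, from 9.35 ± 1.2 to 5.07 ± 1.25 (−0.78, adjusted p = 0.0484). VviF3H1 (VIT_204s0023g03370), for the enzyme that makes dihydroflavonols, fell in LR-V at E-L 37 (106 ± 8.28 to 61.8 ± 17.1, −0.80, adjusted p = 0.0281) and at E-L 38 (144 ± 17.1 to 58.3 ± 11.8, −1.31, adjusted p = 0.000163), and in LM-V at E-L 38 (78.2 ± 5.52, −0.87, adjusted p = 0.0096). At E-L 38 the lowly expressed F3H genes VIT_216s0098g00860 (1.16 ± 1.19 to 3.61 ± 2.10, 1.17, adjusted p = 0.0191) and VIT_203s0063g01210 (0.143 ± 0.0153 to 2.66 ± 1.72, 1.54, adjusted p = 0.0094, r = 0.76 with the seed transcripts) rose in LR-V, while VviF3H2 (VIT_218s0001g14310) is not called at any stage.
Adjusted over the list alone, 2 PAL genes are higher and 3 lower in LR-V at E-L 37, and 3 of 6 4CL genes are higher at E-L 36. As a set, PAL passes only in LM-V at E-L 38 (camera adjusted p = 0.00741, and adjusted p = 0.958 with an estimated correlation) and 4CL only in LM-V at E-L 36 (adjusted p = 0.000734, and 0.134 with an estimated correlation). Calls at E-L 37 lean on replicate C of LR-V: without it adjusted p is 0.0683 for VviPAL7 and 0.162 for VviF3H1, and median-of-ratios scaling ends the calls of VviF3H1 (0.0554), VIT_211s0052g01090 (0.0879) and VIT_216s0050g00390 (0.0521).

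**Figure D2:**
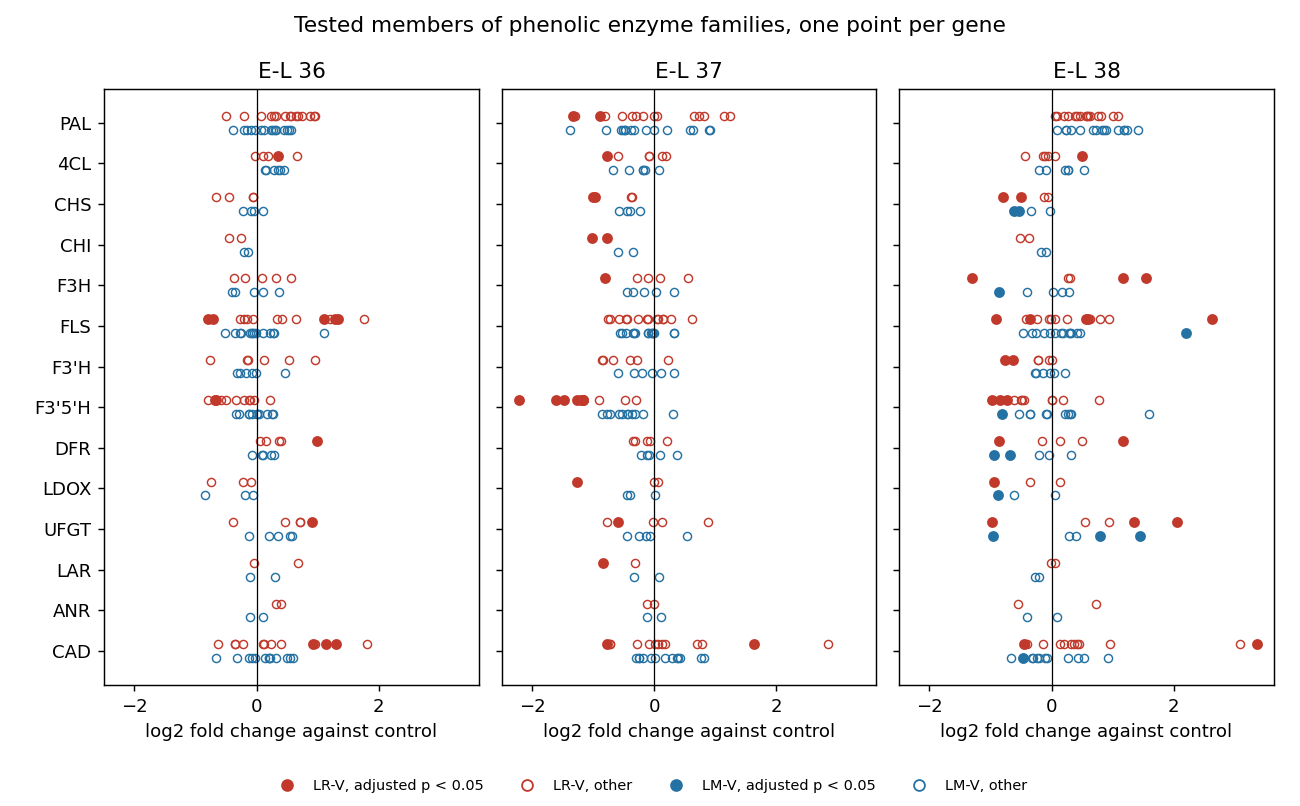
Log2 fold change of every tested member of 14 enzyme families in LR-V (red) and LM-V (blue) against C at E-L 36, 37 and 38. Filled points have adjusted p under 0.05.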

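The chalcone synthase genes VIT_214s0068g00920 and VIT_205s0136g00260, which make the first flavonoid precursor and are among the most expressed genes of the pathway, fell in LR-V berries at E-L 37 from 213 ± 20.5 to 111 ± 31.3 FPKM (−0.97, adjusted p = 0.00152, n = 3) and from 759 ± 112 to 384 ± 101 (−1.0, adjusted p = 0.00152). At E-L 38 both fell again in LR-V, from 219 ± 3.23 to 154 ± 19.0 (−0.51, adjusted p = 0.034) and from 572 ± 28.5 to 329 ± 43.5 (−0.80, adjusted p = 0.00208), and in LM-V, to 151 ± 11.3 (−0.54, adjusted p = 0.0398) and 376 ± 45.2 (−0.61, adjusted p = 0.0249). Both chalcone isomerase genes fell in LR-V at E-L 37: VIT_213s0067g02870 from 47.6 ± 4.73 to 28.5 ± 9.89 (−0.77, adjusted p = 0.0123) and VIT_213s0067g03820 from 104 ± 7.02 to 53.6 ± 22.1 (−1.01, adjusted p = 0.0113). At E-L 36 no CHS or CHI gene is called by limma in either treatment (a CHS gene in LR-V has an unadjusted p under 0.05), though all 4 CHS and both CHI genes of LR-V lie below their controls and the CHS sum is 711 FPKM against 929. By the rebuilt rule of the authors none of the 6 genes is picked in any comparison with C, and a CHS gene reaches a fold change of 2 below the probability of 0.8 in LR-V at E-L 36 and 37 and in LM-V at E-L 36.
The CHS set is lower in LR-V at E-L 37 (camera adjusted p = 0.0106, and 0.323 with an estimated correlation). CHI is lost at E-L 37 without LR-V replicate C (adjusted p = 0.101 and 0.0927), VIT_214s0068g00920 at E-L 38 without LR-V replicate C (0.137), and the LM-V calls without replicate C (0.117) or A (0.115).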

The expression of members of specific structural genes required for HCA and flavonol biosynthesis, including cinnamyl-alcohol dehydrogenase (CAD, EC 1.1.1.195) and FLS (EC 1.14.11.23) across the three developmental stages as well as bifunctional UDP-glucose/UDP-galactose:flavonol-3-*O*-glucosyltransferase/galactosyltransferase (GT6, EC 2.1.1.76) at E-L 38 stage, and members of dihydroflavonol reductase (DFR, EC 1.1.1.219) and UFGT (EC 2.4.1.115) required for anthocyanin biosynthesis at E-L 36 and 37 stages were significantly or moderately up-regulated in LR-V and LM-V treated berries, leading to the increased accumulation of corresponding phenolic products. 

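In LR-V berries the cinnamyl-alcohol dehydrogenase gene VIT_200s0615g00030 rose at E-L 36 from 17.6 ± 3.48 to 44.6 ± 3.29 FPKM (1.30, adjusted p = 0.00817, n = 3), VIT_200s0615g00020 rose at E-L 37 to 2.10 ± 0.278 from a control listed at 0 (adjusted p = 0.0054), and VIT_200s0371g00100 rose at E-L 38 from 0.927 ± 0.285 to 21.6 ± 12.4 (3.36, adjusted p = 5.83e-05, r = 0.78 with the seed transcripts). VIT_203s0180g00260 of the same family fell at E-L 37, from 55.3 ± 3.37 to 32.5 ± 6.97 (−0.77, adjusted p = 0.00276). The annotated flavonol 3-O-methyltransferases VIT_215s0048g02480 and VIT_215s0048g02490, which carry the EC number given for GT6, rose at E-L 38 in LR-V, from 0.203 ± 0.0611 to 3.31 ± 2.17 (1.73, adjusted p = 0.00334) and from 0.293 ± 0.508 to 3.36 ± 2.02 (1.68, adjusted p = 0.0309), and in LM-V, to 13.8 ± 8.01 (3.50, adjusted p = 4.92e-06) and 9.41 ± 7.73 (2.83, adjusted p = 0.00152).
For anthocyanins, the dihydroflavonol reductase gene VIT_215s0048g01010 rose in LR-V at E-L 36, from 6.67 ± 1.29 to 14.4 ± 3.21 (0.99, adjusted p = 0.0239), and VIT_211s0052g01630, annotated as an anthocyanidin glucosyltransferase, rose from 1.32 ± 0.72 to 3.22 ± 0.646 (0.90, adjusted p = 0.028). The most expressed UFGT gene, VIT_216s0039g02230, which adds the glucose that stabilises anthocyanins, fell in LR-V at E-L 37 (75.4 ± 10.8 to 49.1 ± 5.25, −0.60, adjusted p = 0.0152, and 0.0595 with median-of-ratios scaling) and at E-L 38 in LR-V (59.1 ± 4.85 to 29.6 ± 2.38, −0.98, adjusted p = 5.4e-05) and LM-V (29.9 ± 4.31, −0.96, adjusted p = 0.000119). The most expressed DFR gene, VIT_218s0001g12800, fell in LR-V at E-L 38 from 104 ± 15.3 to 56.7 ± 6.47 (−0.87, adjusted p = 0.000339).
By family and counting genes with adjusted p under 0.05, CAD has 3 of 13 higher at E-L 36 in LR-V (4 adjusted over the list alone), FLS 3 of 14 higher and 2 lower, DFR 1 of 5 higher and UFGT 1 of 5 higher. LM-V has none by limma in these families at E-L 36 or 37 (with unadjusted p under 0.05, 1 CAD, 2 FLS and 1 UFGT genes at E-L 36 and 1 UFGT gene at E-L 37), and none of these families passes camera as a set against C. The authors reason that higher expression of these genes leads to the increased phenolic products. VIT_215s0048g01010 is lost without C replicate C (adjusted p = 0.109) and VIT_211s0052g01630 at E-L 36 without C replicate B (0.167).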

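The LAR gene VIT_201s0011g02960, whose enzyme makes catechin from leucocyanidin, fell in LR-V berries at E-L 37 from 1.98 ± 0.498 to 0.747 ± 0.701 FPKM (−0.83, adjusted p = 0.0393, n = 3). The other LAR gene and both tested ANR genes are not called by limma in either treatment at any stage (unadjusted p is under 0.05 for the other LAR gene in LR-V at E-L 36 and for 1 ANR gene in LR-V at E-L 38). Both families are lowly expressed: the 2 LAR genes sum to 9.46 FPKM in C at E-L 37 against 6.54 in LR-V and 9.36 in LM-V, and to 9.93 at E-L 38 against 10.2 and 8.24, while the 2 ANR genes sum to 1.87 against 1.74 and 2.00, and to 3.00 against 2.47 and 2.17. The paper's Table S4 gives flavan-3-ols of berry skins of 958.97 in C, 1117.38 in LR-V and 1016.06 in LM-V at E-L 37, and of 1034.33, 999.97 and 883.6 at E-L 38. Expression was measured in deseeded berries. Median-of-ratios scaling (adjusted p = 0.055) and leaving out LR-V replicate A (0.202) each end the LAR call.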

The lower contents of flavan-3-ols in LR-V and LM-V treated berry skins compared with the control group at E-L 37 and 38 stages is supported by the moderately down-regulation of members of leucoanthocyanidin reductase (LAR, EC 1.17.1.3) and anthocyanidin reductase (ANR, EC 1.3.1.77), which are directly involved in flavan-3-ol biosynthesis (**Figures 3, 4A**).

**FIGURE 4:**
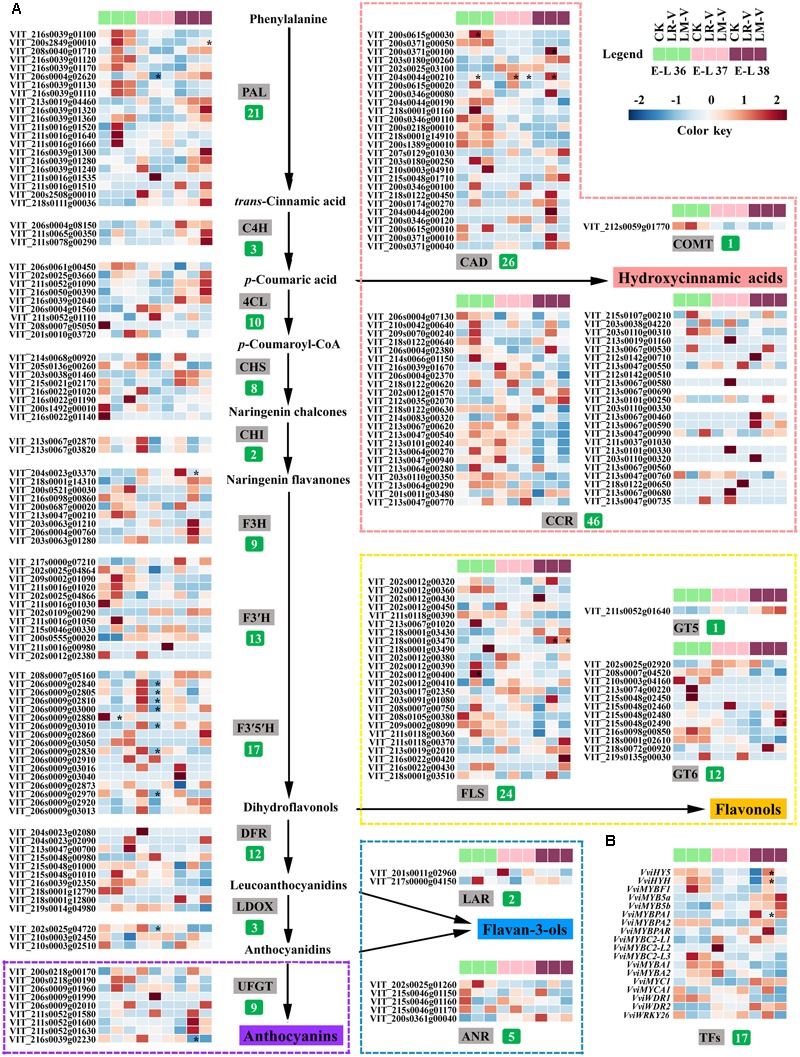
**Effects of sunlight exposure on the transcript profile of the (A)** enzymes and **(B)** regulatory factors involved in phenolic biosynthesis in grape berries. PAL, phenylalanine ammonia-lyase; C4H, *trans*-cinnamate 4-monooxygenase; CCR, cinnamoyl-CoA reductase; CAD, cinnamyl-alcohol dehydrogenase; COMT, caffeic acid 3-*O*-methyltransferase; 4CL, 4-coumarate: CoA ligase; CHS:,chalcone synthase; CHI, chalcone isomerase; F3H, flavanone 3-hydroxylase; F3′H, flavonoid 3′-hydroxylase; F3′5′H: flavonoid 3′,5′-hydroxylase; FLS, flavonol synthase; GT5, uridine diphosphate (UDP)-glucuronic acid:flavonol-3-*O*-glucuronosyltransferase; GT6, bifunctional UDP-glucose/UDP-galactose:flavonol-3-*O*-glucosyltransferase/galactosyltransferase; DFR, dihydroflavonol reductase; LAR, leucoanthocyanidin reductase; LDOX, leucoanthocyanidin dioxygenase; ANR, anthocyanidin reductase; UFGT, UDP-glucose:flavonoid 3-*O*-glucosyltransferase. The number of expressed family members for each enzyme is indicated in green box. Each square in the heatmap located beside their gene names corresponds to the average FPKM value of the gene in each sample as illustrated in the legend. Genes with significant expression changes compared with the control groups in each developmental stage are indicated by asterisks (^∗^) in the squares. Expression profiles of specific structural genes required for the biosynthesis of HCAs, flavonols, flavan-3-ols and anthocyanins are shown in pink, yellow, and violet dotted boxes, respectively. C, control group; LR-V, leaf removal at véraison; LM-V, leaf moving at véraison.

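By the KEGG orthology in the deposited table, the genes above 0 in at least 1 of the 27 libraries number 21 for PAL, 3 for C4H, 10 for 4CL, 8 for CHS, 2 for CHI, 9 for F3H, 13 for F3′H, 17 for F3′5′H, 24 for FLS, 10 for DFR, 3 for LDOX, 2 for LAR, 5 for ANR, 9 for UFGT, 25 for CAD and 41 for CCR. The expression minimum used here, FPKM 1 in at least 3 libraries, leaves 15, 3, 6, 4, 2, 5, 6, 11, 14, 5, 3, 2, 2, 5, 13 and 23 of them.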

It was previously reported that *VviFLS4* was the sole member of the grapevine *FLS* family which specifically responded to different light regimes and showed a clear expression pattern corresponding to the accumulation of flavonols in the berry skins (Fujita et al., 2006; Matus et al., 2009; Koyama et al., 2012; Pastore et al., 2013). 

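VviFLS4 (VIT_218s0001g03470), a flavonol synthase gene, rose in LR-V berries at E-L 36 from 1.68 ± 0.384 to 5.49 ± 0.75 FPKM (1.28, adjusted p = 0.0093, n = 3) and at E-L 38 from 1.66 ± 0.705 to 15.3 ± 4.03 (2.62, adjusted p = 2.01e-06), and in LM-V berries at E-L 38 to 11.2 ± 2.97 (2.2, adjusted p = 3.18e-05). In LM-V at E-L 36 it is at 6.04, 4.49 and 3.82 in the 3 replicates against 1.26, 1.78 and 2.01 in C, higher in each library but not called by limma. At E-L 37 neither treatment is called (6.02 in LR-V and 4.60 in LM-V against 6.55). The effect there differs from the mean of the other stages in LR-V (−2.04, adjusted p = 0.00203) and LM-V (−2.11, adjusted p = 0.0044). VIT_202s0012g00450 rose in LR-V at E-L 36, from 0.537 ± 0.49 to 2.38 ± 1.51 (1.10, adjusted p = 0.0292), and so did VIT_213s0067g01020, from 0.42 ± 0.28 to 2.94 ± 2.36 (1.33, adjusted p = 0.0195). VIT_202s0012g00390 (0.66 ± 0.873 to 2.76 ± 1.62, adjusted p = 0.122) and VIT_202s0012g00400 (2.36 ± 1.32 to 11.5 ± 8.38, adjusted p = 0.0591, and 0.0493 with median-of-ratios scaling) are not called.
VIT_213s0067g01020 at E-L 38 has 1.16 ± 0.646 against 0.0933 ± 0.162 in LR-V (adjusted p = 0.0518), and in LM-V it is not called at either stage. VIT_208s0007g00750 stays below the expression minimum (without it, lowest adjusted p = 0.139), at 0.39 ± 0.131 in LR-V and 0.14 in LM-V against 0.0867 at E-L 36, and at 0.243 ± 0.139 and 0.153 against a control listed at 0 at E-L 38.
Without LR-V replicate A the calls of VIT_202s0012g00450 (adjusted p = 0.186) and VIT_213s0067g01020 (0.137) are lost, and without LR-V replicate B that of VviFLS4 at E-L 36 (0.0508). In the table, the closest proteins of VIT_202s0012g00390 and VIT_202s0012g00400 are norcoclaurine synthase-like and that of VIT_213s0067g01020 is a BTB/POZ protein, so their FLS label rests on the orthology assignment.

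**Figure D3:**
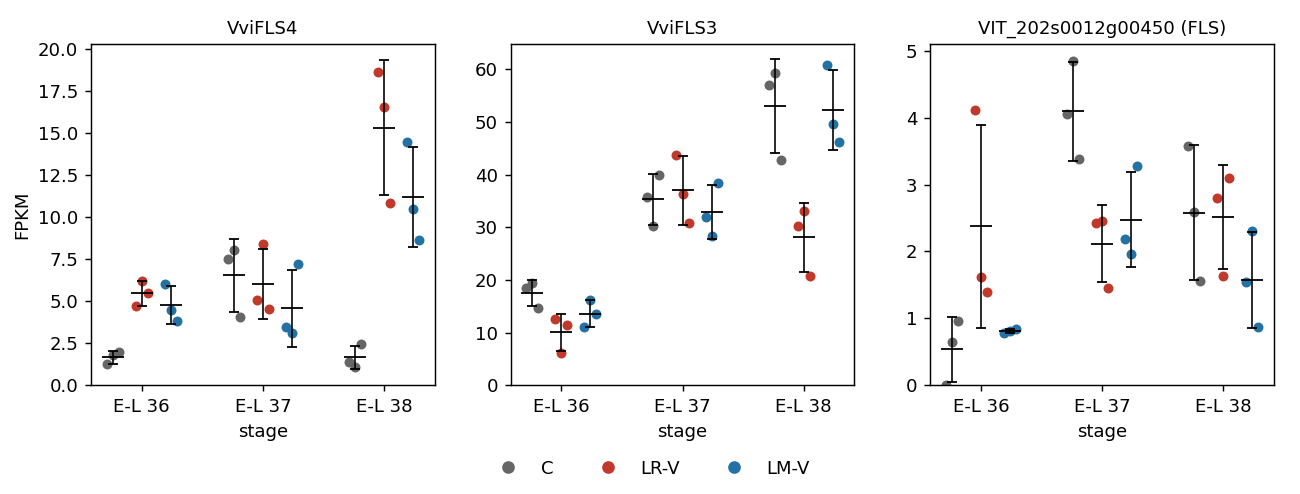
FPKM of VviFLS4, VviFLS3 and VIT_202s0012g00450 in each library, with mean ± SD per group.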

In our study, the transcription of several other members of *FLS* family in addition to *VviFLS4* (VIT_218s0001g03470) was also drastically induced (fold-change ≥ 2) by LR-V and/or LM-V treatments in different developmental stages, such as VIT_202s0012g00390, VIT_202s0012g00400 and VIT_202s0012g00450 in LR-V treated berries at E-L 36 stage, as well as VIT_208s0007g00750 and VIT_213s0067g01020 in LR-V and LM-V treated berries at both E-L 36 and 38 stages (**Figure 4A**). These results were consistent with the increased accumulation of flavonols in light-exposure berries, which indicates that grapevine *FLS* gene family may be functionally redundant in response to light signal. 

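The flavonol synthase genes did not move together. VviFLS3 (VIT_218s0001g03430) fell in LR-V berries at E-L 36, from 17.5 ± 2.46 to 10.0 ± 3.45 FPKM (−0.79, adjusted p = 0.0322, n = 3), and at E-L 38, from 53.0 ± 8.90 to 28.1 ± 6.46 (−0.91, adjusted p = 0.00542), where it also lies below LM-V (−0.89, adjusted p = 0.0148). The most expressed member, VIT_208s0105g00380, fell in LR-V at E-L 36 from 152 ± 20.8 to 92.5 ± 8.79 (−0.71, adjusted p = 0.0174) and rose at E-L 38 from 23.8 ± 7.14 to 35.5 ± 3.64 (0.59, adjusted p = 0.0197). Summed over the 14 tested FLS genes, expression at E-L 36 is 210 FPKM in LR-V and 208 in LM-V against 263 in C, and at E-L 38 it is 132 and 142 against 128.
Flavonols of berry skins in the paper's Table S4 are 124.42 and 91.64 against 58.25 at E-L 36 and 166.88 and 125.97 against 101.93 at E-L 38. At E-L 37 they are higher too, 150.28 in LR-V and 142.31 in LM-V against 86.95 in C. The FLS sum at that stage is not higher in LR-V, with 178 FPKM in LR-V and 188 in LM-V against 187 in C. The authors set the changed FLS genes beside the higher flavonols and propose that the family may be redundant in its response to light. Adjusted over the list alone, 6 FLS genes are higher and 2 lower in LR-V at E-L 36 and again at E-L 38, and the set as a whole is not shifted in any comparison. Without LR-V replicate B the VviFLS3 call at E-L 36 is lost (adjusted p = 0.193), and without LR-V replicate C that at E-L 38 (0.0514).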

The hydroxylation pattern of flavonoids is known to be mediated by the enzyme activity of F3′H (EC 1.14.13.21) and F3′5′H (EC 1.14.13.88), which catalyze the hydroxylation of naringenin and dihydrokaempferol at the 3′ and 3′5′ positions of the B-ring, respectively (Bogs et al., 2006; Guan et al., 2015). Our results showed that no significant differences in the expression level of genes encoding F3′H among treatments were detected at each sampling point, but the transcription abundance of several *F3*′*5*′*H* family members was significantly down-regulated by LR-V and moderately down-regulated by LM-V at both E-L 36 and 37 stages (**Figure 4A**), which were in fair agreement with the higher ratio of dihydroxylated/trihydroxylated flavonoids observed in berries from LR-V and LM-V treatments, in comparison with those in berries from the control group (**Figure 3D**).

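Of the flavonoid 3′-hydroxylase genes, VIT_217s0000g07200 and VIT_217s0000g07210, which add the second B-ring hydroxyl, fell in LR-V berries at E-L 38, from 89.7 ± 13.1 to 57.3 ± 7.95 FPKM (−0.64, adjusted p = 0.0024, n = 3) and from 25.0 ± 6.09 to 14.0 ± 1.57 (−0.77, adjusted p = 0.0247). VIT_217s0000g07200 also lies below LM-V at that stage (−0.86, adjusted p = 0.00103), and no F3′H gene is called by limma elsewhere. Among the F3′5′H genes, which add the third hydroxyl, VIT_206s0009g02840 and VIT_206s0009g02970 fell in LR-V at E-L 36, from 40.7 ± 8.89 to 25.2 ± 6.76 (−0.68, adjusted p = 0.0375) and from 61.2 ± 7.09 to 38.5 ± 8.72 (−0.67, adjusted p = 0.0275). At E-L 37 these (55.5 ± 4.79 to 22.3 ± 1.99, −1.27, adjusted p = 0.000491, and 68.1 ± 11.0 to 30.1 ± 7.65, −1.17, adjusted p = 0.000496) were joined by VIT_206s0009g02830 (121 ± 18.0 to 52.1 ± 5.52, −1.19, adjusted p = 0.000646), VIT_206s0009g03010 (32.5 ± 1.39 to 10.4 ± 3.42, −1.61, adjusted p = 0.0021) and 4 more.
The 11 F3′5′H genes sum to 195 FPKM in LR-V and 342 in LM-V against 484 in C at E-L 37. These limma calls need no minimum fold change, unlike the rule of the authors. By that rule, as rebuilt here, 1 F3′H gene is higher in LR-V at E-L 36. It picks 0 F3′5′H genes as lower in LR-V at E-L 36 and 7 at E-L 37. In LR-V the set is lower at E-L 36 (2 of 11 called, camera adjusted p = 0.012, and 0.511 with an estimated correlation), at E-L 37 (8 called, 9 adjusted over the list alone, adjusted p = 1.23e-09, and 0.141 with an estimated correlation) and at E-L 38 (3 called, adjusted p = 0.0445, and 0.47 with an estimated correlation). LM-V has no called F3′5′H gene at E-L 36 or 37 by limma (0 and 5 with unadjusted p under 0.05). At E-L 37 its set is lower (adjusted p = 0.00819, and 0.849 with an estimated correlation) with 4 genes passing when adjusted over the list alone, and at E-L 38 VIT_206s0009g02970 fell (−0.81, adjusted p = 0.00546).
Ratios of dihydroxylated to trihydroxylated flavonoids of berry skins in Table S4 are 0.41 (LR-V) and 0.46 (LM-V) against 0.44 at E-L 36, 0.45 and 0.43 against 0.37 at E-L 37, and 0.38 and 0.38 against 0.31 at E-L 38. The authors set the lower F3′5′H expression beside this ratio. Without LR-V replicate A both calls at E-L 36 are lost (adjusted p = 0.209 and 0.13).

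**Figure D4:**
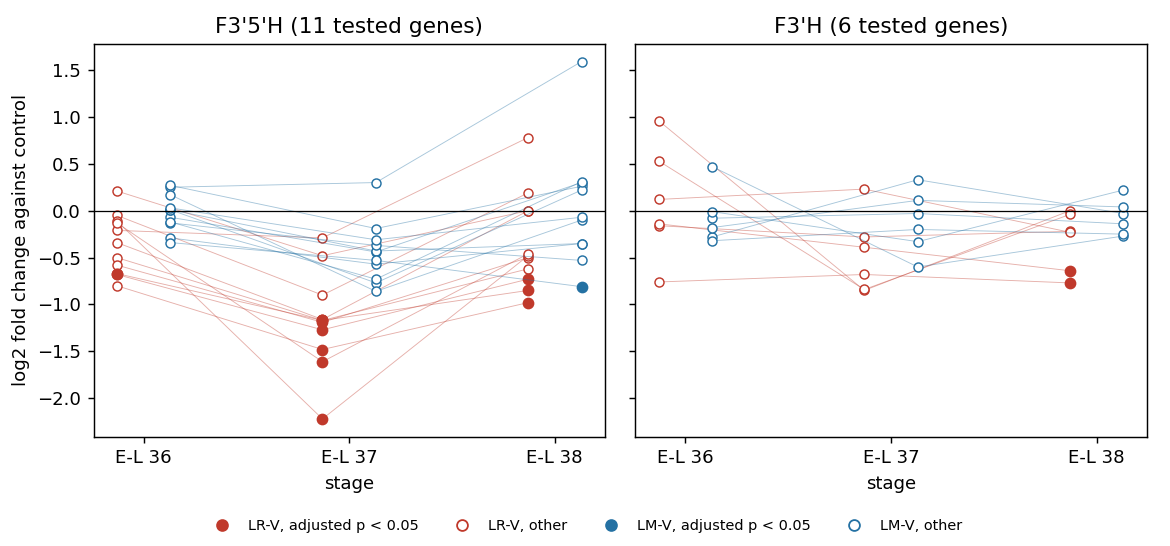
Log2 fold change of 11 F3′5′H and 6 F3′H genes in LR-V and LM-V against C at each stage.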

To identify additional genes that might contribute to alterations in phenolic metabolism in berries grown under different light conditions, the transcription profile of phenolic biosynthesis-related genes was compared with the HCA, total flavonoid, flavonol, flavan-3-ol, and anthocyanin profiles of all samples, respectively. The correlation analysis based on pearson’s coefficient revealed that the expression of four members of PAL (VIT_216s0039g01100, VIT_216s0039g01110, VIT_216s0039g01120, and VIT_216s0039g01130), the first committed enzyme in phenylpropanoid metabolism (Sparvoli et al., 1994), was highly significantly (*p*-value ≤ 0.01) correlated with the accumulation of flavonoids in berries from different light treated groups. 

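Over the 9 group means (n = 9), the 4 PAL genes have Pearson correlations with total flavonoids of r = 0.10 for VIT_216s0039g01100 (permutation p = 0.80), 0.19 for VIT_216s0039g01110 (0.622), 0.11 for VIT_216s0039g01120 (0.783) and 0.19 for VIT_216s0039g01130 (0.617). Spearman rho values are −0.08 (permutation p = 0.843), 0.13 (0.752), 0.00 (1.00) and 0.03 (0.948). Within stages, with the stage means removed, r is higher, at 0.71, 0.68, 0.62 and 0.68, but with 216 rearrangements none passes (permutation p = 0.162, 0.157, 0.236 and 0.13). Leaving out LM-V and LR-V at E-L 36, the farthest groups, turns the signs, to r = −0.71, −0.46, −0.63 and −0.47. The 4 genes, neighbours on one scaffold and near copies in expression (r = 0.97 to 0.98 among themselves), are close to a single observation. After adjustment over the 8 relations of the paper's Table S5, adjusted p = 0.80 for each. Flavonoids were measured in berry skins and expression in deseeded berries.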

The transcript of two other genes (VIT_213s0047g00210 and VIT_206s0061g00450) belonging to the *4CL* and *F3H* families was also significantly (*p*-value ≤ 0.05) correlated with the changes of flavonoid content in each samples. In addition, there was a significant correlation (*p*-value ≤ 0.05) between flavonol accumulation and the expression of two members of *FLS* family (*VviFLS4* and VIT_208s0007g00750) mentioned above (Supplementary Table S5). However, no specific structural genes for phenolic biosynthesis pathway were found to be correlated with the accumulation of HCAs, flavan-3-ols or anthocyanins, which indicates that the biosynthesis or degradation of these compounds in berries under different light regimes might be controlled by the cooperation of multiple enzymes from the entrance to branches.

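VIT_213s0047g00210, an F3H gene by its annotation, and VIT_206s0061g00450, a 4CL gene, have Pearson r = 0.13 (permutation p = 0.749, n = 9) and r = 0.11 (permutation p = 0.784) with total flavonoids, and Spearman rho = −0.03 (permutation p = 0.937) and 0.27 (0.493). Without LM-V and LR-V at E-L 36 the F3H gene turns to r = −0.72 (permutation p = 0.0325, adjusted p = 0.13). Without C at E-L 38 and LR-V at E-L 36, its farthest groups, the 4CL gene goes to r = 0.26. Within stages r = 0.81 (permutation p = 0.139) and 0.49 (permutation p = 0.227). VIT_213s0047g00210 follows the PAL genes above closely over the 9 groups, so it adds little beyond them.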

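VviFLS4 follows flavonols with r = 0.66 over the 9 group means (permutation p = 0.0487, n = 9) and Spearman rho = 0.50 (permutation p = 0.178), and VIT_208s0007g00750 with r = 0.61 (permutation p = 0.082) and rho = 0.68 (permutation p = 0.0503). Adjusted over the 8 relations, adjusted p = 0.328 for both. Without LR-V and LM-V at E-L 38, the 2 groups with most VviFLS4, its r is 0.50 (permutation p = 0.263), while VIT_208s0007g00750 without C at E-L 38 and LR-V at E-L 36 has r = 0.93 (permutation p = 0.00556, adjusted p = 0.0444). Within stages, r = 0.60 for VviFLS4 (permutation p = 0.116) and 0.90 for VIT_208s0007g00750 (permutation p = 0.00926, adjusted p = 0.0741). The latter gene never exceeds a mean of 0.39 FPKM, so its profile rests on few reads.

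**Figure D5:**
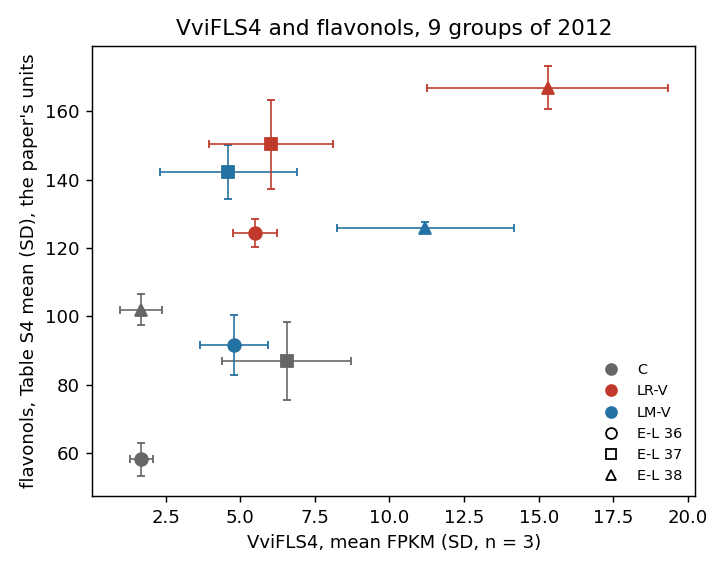
Mean FPKM of VviFLS4 in deseeded berries against skin flavonols of the paper's Table S4 in the 9 groups. Bars are SD.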

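Among specific structural genes, permutation p is under 0.05 with hydroxycinnamic acids for 0 of 36 CAD and CCR genes, with flavan-3-ols for 1 of 7 LAR, ANR and LDOX genes, and with anthocyanins for 3 of 13 UFGT, DFR and LDOX genes, over 9 group means. Widening the search to all 125 tested pathway genes, where 6.2 would have p under 0.05 by chance, gives 1 gene for hydroxycinnamic acids, 39 for flavan-3-ols and 34 for anthocyanins, of which 0, 15 and 7 pass after Benjamini-Hochberg adjustment. The 9 groups include ripening, which moves both expression and content, so such a correlation need not come from light. From the absence of correlated specific genes the authors propose control by multiple enzymes along the pathway.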

### Expression Analysis of Flavonoid Biosynthesis-related Transcription Factors

In grapes, some members of R2R3-MYB TF family and their co-activators belonging to other TF families (bHLH and WDR) which could regulate the transcription of downstream target genes required for phenolic biosynthesis pathways have been isolated and characterized recently (Hichri et al., 2011). The expression of these TFs involved in flavonoid metabolism has also been reported to be induced or suppressed by many environmental factors, such as light quality, temperature and water deficit conditions (Castellarin et al., 2007; Cominelli et al., 2008; Azuma et al., 2012). The transcript level of VviMYBF1, which acts as a direct regulator of *VviFLS4* expression (Czemmel et al., 2009; Matus et al., 2009), was moderately greater in berries after light-exposure treatments than those in the control berries, except for a slight decrease in LM-V treated berries at E-L 37 stage compared with the control (**Figure 4B**). 

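VviMYBF1 (VIT_207s0005g01210), the regulator of VviFLS4, is listed near the detection limit: 1.04 ± 0.085 FPKM in LR-V and 0.627 ± 0.085 in LM-V against 0.21 in C at E-L 36 (n = 3). At E-L 37 it has 0.277 ± 0.0577 in LR-V and 0.0733 ± 0.0635 in LM-V against 0.183 ± 0.172, and at E-L 38 0.543 ± 0.379 and 0.187 ± 0.133 against a control listed at 0. It stays below the expression minimum. Fitted without that minimum, it is called in LR-V at E-L 36 (0.75, adjusted p = 0.00249) and at E-L 38 (adjusted p = 0.00471), and not in LM-V (lowest adjusted p = 0.352). VviHY5 and VviHYH are not analysed here.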

Expression of two UV-B-inducible grapevine flavonol synthesis regulators, *VviHY5* and *VviHYH* (Loyola et al., 2016), was also significantly and moderately up-regulated in LR-V and LM-V treated berries at post-véraison berry developmental (E-L 38) stage, respectively. These results were well consistent with an increase in the transcript abundances of members of *FLS* as well as flavonol concentrations after light-exposed treatments, which indicates that light affects flavonol biosynthesis through transcript activation of a series of TFs and structural genes. Several regulators of the general branch and different branches of flavonoid synthesis, including VviMYB5a, VviMYB5b, VviMYBPA1, VviMYBPA2, VviMYBPAR, VviMYBC2-L1, VviMYBC2-L2, VviMYBC2-L3, and a TTG2-like homolog protein VviWRKY26 (Amato et al., 2016), showed large divergent changes in the transcript levels during berry development or under different light-exposure treatments (**Figure 4B**). Transcript abundances for VviMYB5a and VviMYB5b, VviWRKY26, as well as the negative regulator of PA accumulation VviMYBC2-L1 (Huang et al., 2014) in grape berries presented a high level during the three development stages but did not respond to changing light conditions, while low levels of *VviMYBPA2, VviMYBPAR, VviMYBC2-L2*, and *VviMYBC2-L3* transcripts were detected in berries from all treatment groups. In addition, the expression of *VviMYBPA1* was significantly and slightly down-regulated in LR-V and LM-V treated berries at E-L 38 stage, respectively, which correlated well with the changes of *LDOX* expression and total flavan-3-ol contents at this stage. Therefore, it may be speculated that the transcript level of VviMYBPA1 might lead to the difference in the flavan-3-ol contents of grape berries growing under different light conditions. Furthermore, transcript abundances of VviMYBA1 and VviMYBA2, two regulators of the anthocyanin branch (Walker et al., 2007), were slightly up-regulated at E-L 36 stage while down-regulated at E-L 37 or 38 stage in light exposed berries, correlating with the anthocyanin levels responded to light conditions in the grape skin. However, no significant changes in the expression of two bHLH factors, VviMYC1 and VviMYCA1, as well as two WDR proteins VviWDR1 and VviWDR2 among different light-exposure groups were observed (**Figure 4B**), although they have been reported to be involved in anthocyanin and/or PA synthesis (Hichri et al., 2010; Matus et al., 2010) and differentially modulated by different light qualities in other plant species (Sompornpailin et al., 2002; Cominelli et al., 2008).

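VviMYBC2-L1 (VIT_201s0011g04760), a repressor of proanthocyanidin synthesis, is expressed in control berries at 9.94 FPKM at E-L 36, 20.7 at E-L 37 and 21.3 at E-L 38. In LR-V berries it fell at E-L 37, to 12.2 ± 1.83 from 20.7 ± 2.24 (−0.72, adjusted p = 0.0287, n = 3), and it is at 12.1 and 17.6 at the other stages. LM-V values, 10.3, 14.7 and 15.8, are not called. VviMYBC2-L2 (VIT_217s0000g02660) is listed at 0 in every group but C at E-L 37 (0.0533 ± 0.0924). The LR-V call ends with median-of-ratios scaling (adjusted p = 0.0629) and without LR-V replicate C (0.152).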

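VviMYBPA1 (VIT_215s0046g00170), an activator of proanthocyanidin genes, fell in LR-V berries at E-L 38 from 44.2 ± 17.5 to 13.9 ± 5.42 FPKM (−1.59, adjusted p = 0.0209, n = 3), and in LM-V it has 34.7 (−0.28, adjusted p = 0.79). The LDOX gene VIT_202s0025g04720, which feeds epicatechin and anthocyanin synthesis, fell in both, from 128 ± 4.46 to 65.9 ± 4.61 in LR-V (−0.95, adjusted p = 0.0103) and 68.9 ± 2.24 in LM-V (−0.88, adjusted p = 0.0261). It had already fallen in LR-V at E-L 37, from 181 ± 37.2 to 78.8 ± 37.3 (−1.26, adjusted p = 0.00462).
Over the 9 groups VviMYBPA1 and flavan-3-ols have r = −0.61 (permutation p = 0.0735, n = 9), rho = −0.78 (permutation p = 0.0172) and within stages r = −0.12 (permutation p = 0.838), and VviMYBPA1 and this LDOX gene have r = −0.20 (within stages 0.60, permutation p = 0.153). For the other two LDOX genes, VIT_210s0003g02450 and VIT_210s0003g02510, r = −0.16 and 0.40 (within stages −0.58 and 0.23). At E-L 38 alone there are 3 group means, too few for a test. Without LR-V replicate C the VviMYBPA1 call is lost (adjusted p = 0.131).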

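VviMYBA1 (VIT_202s0033g00410), the switch of anthocyanin glucosylation, rose in LR-V berries at E-L 36 from 9.04 ± 1.35 to 17.8 ± 1.89 FPKM (0.91, adjusted p = 0.0241, n = 3), with 16.4 ± 2.83 in LM-V (0.78, adjusted p = 0.344). At E-L 37 it is at 12.4 in LR-V (adjusted p = 0.235) and 10.4 ± 2.91 in LM-V (adjusted p = 0.18) against 18.3 ± 5.21, and at E-L 38 at 6.87 and 5.77 against 5.20 (adjusted p = 0.285 and 0.767). The LR-V effect at E-L 37 differs from the mean of the other stages (−1.13, adjusted p = 0.024). Over the 9 groups r = −0.55 with the anthocyanins of Table S4 (permutation p = 0.129, rho = −0.57, permutation p = 0.121), and within stages r = 0.57 (permutation p = 0.13). The deposited table annotates this identifier as VvMYBA3. The MYBA genes are near-identical copies that 50-bp reads may not separate, and without C replicate C the call is lost (adjusted p = 0.101).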

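VviWDR2 (VIT_214s0068g00660), a WD-repeat partner of MYB and bHLH regulators, is at 13.4 FPKM in LR-V and 13.7 in LM-V against 13.4 in C at E-L 36, at 16.9 and 16.8 against 19.2 at E-L 37, and at 20.1 and 21.7 against 23.1 at E-L 38 (n = 3, lowest adjusted p = 0.154). VviMYC1, VviMYCA1 and VviWDR1 are not analysed here.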

### Validation of RNA-seq by Quantitative Real-time PCR

To validate the expression profiles obtained from the RNA-seq data, 15 genes relating to our biological focus were selected to subject to qRT-PCR analysis. They included 12 phenylpropanoid/flavonoid biosynthetic pathway related structural genes (*VviPAL1, VviPAL2, VviPAL7, VviPAL15, VviF3H1, VviF3H2, VviF3’H, VviF3′5′H, VviFLS1, VviFLS2, VviFLS3*, and *VviFLS4*), as well as VviMYBF1, VviMYBPA1 and VviMYBA1 TF genes involved in the regulation of flavonol, flavan-3-ol and anthocyanin biosynthesis, respectively (Supplementary Figure S2). Two housekeeping genes in *V. vinifera, VviUbiquitin1* and *Vvi*β*-Actin* were used as endogenous controls for normalization as their relatively constant expression throughout grape berry development as well as in berries under various stress conditions (Downey et al., 2003; Reid et al., 2006). 

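Vviβ-Actin (VIT_204s0044g00580) has 517 ± 46.3 FPKM over the 27 libraries, a coefficient of variation of 8.9%, lower than all but 1.4% of tested genes, and VviUbiquitin1 (VIT_216s0098g01190) has 80.8 ± 10.1, or 12.5%, lower than all but 6.3%. Neither is called against C in LR-V or LM-V at any stage (lowest adjusted p = 0.131). During ripening Actin fell in control berries from E-L 37 to 38 (−0.31, adjusted p = 0.000989), and it is lower in LR-V than in LM-V at E-L 38 (−0.22, adjusted p = 0.0404). With 3 against 3 libraries the smallest exact permutation p is 0.1. VviUbiquitin1 reaches it in LR-V at E-L 36 (99.1 against 84.3). Actin reaches it in LR-V at E-L 36 and in LM-V at E-L 37 and 38, so a small difference from C is not excluded. The qRT-PCR used RNA of berry skins, while these values are from deseeded berries.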

The results showed that the expression of 15 genes determined by qRT-PCR was significantly correlation with those from the RNA-seq data at the 0.01 level (*r* = 0.54), thus verifying the method.

### Co-expression Analysis between Metabolic Pathway Genes and Transcription Factor Genes

Transcriptome co-expression analysis, which is based on the assumption that genes with similar expression patterns are most likely to be functionally associated, has proven to be a powerful tool for revealing regulatory networks of genes involved in linked processes (Persson et al., 2005). In plants, this strategy has been applied to identify factors regulating several metabolic pathways, such as two *Arabidopsis* MYB TFs regulating aliphatic glucosinolate biosynthesis and a rice AP2/EREBP (APETALA 2/ethylene responsive element binding protein) family TF involved in starch biosynthesis (Hirai et al., 2007; Fu and Xue, 2010). To systemically identify unknown putative regulators that control the phenolic biosynthesis in grape berries in response to different light regimes, a genome-wide co-expression analysis was employed between metabolic pathway genes and TF genes. Eight phenolic synthesis genes screened previously, including genes encoding PALs, 4CL, F3H, and FLSs, were selected as “guide genes” to identify co-expression relationships specific to the light-induced differentially expressed TF genes using expression data of all light treated and control samples from RNA-seq. Any two genes with an absolute value of the Pearson Correlation Coefficient (PCC) greater than 0.7 (or 0.8) and *p*-value less than or equal to 0.05 (or 0.01) between their expression profiles were considered as significant (or highly significant) co-expressed genes (Fu and Xue, 2010). The results showed that a total of 120 and 59 TFs were highly co-expressed with the six total flavonoid biosynthesis-related (group I) and the two flavonol biosynthesis-related (group II) guide genes, respectively (**Figure 5**). 

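Of 260 transcription factor genes called in at least 1 comparison with C, 84 (32.3%) correlate with a group I guide gene (the 4 PAL genes, the 4CL and the F3H gene) at absolute r above 0.8 and p at most 0.01 over the 9 groups, 42 positively and 42 negatively, and 13 (5.0%) with VviFLS4 or VIT_208s0007g00750 of group II, all positively. Among them, the TGA factor VIT_200s0524g00030 (r = 0.99) and a WOX4-like homeobox gene (VIT_218s0001g10160, r = 0.98) follow group I, a knotted-1-like gene (VIT_202s0025g04630) runs against it (r = −0.96), and a CONSTANS-like gene (VIT_214s0068g01380, r = 0.93) follows group II. These genes were chosen after their values were seen. Of the 5306 called genes that are not transcription factors, 2206 (41.6%) pass the same limits for group I and 281 (5.3%) for group II, shares no smaller than those of the transcription factors. With stage means removed, 12 and 0 of the 260 pass. The table annotates transcription factors by GO term and words, while the authors used an HMM search.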

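By annotation, the group I set of co-expressed genes holds 8 WRKY, 7 AP2/EREBP, 4 bZIP, 3 bHLH and 3 MADS-box genes with positive correlation and 9 MYB genes with negative correlation. The MYB gene VIT_215s0048g02120 (r = −0.95) is the strongest of these negative ones, and the positive ones include an EREBP gene (VIT_216s0100g00400, r = 0.97) and a bHLH113-like gene (VIT_203s0091g00210, r = 0.97), named after their values were seen. No MYB gene of the 27 called is positively correlated, NAC has 1 positive and 2 negative, and the GATA and Dof genes have 1 negative. The other 40 genes fall in families not split here (16 positive, 24 negative).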

Among the identified group I co-expressed TFs, the most abundant positively correlated TFs were members of the MYB, WRKY, C2C2, AP2/EREBP, bHLH, and MADS-box families (*p*-value ≤ 0.01), whereas the most abundant negatively correlated TFs belonging to MYB, NAC (No apical meristem, ATAF 1,2, Cup-shaped cotyledon 2), Cys2/His2 (C2H2) type and CCCH type (C3H) zinc finger protein families (*p*-value ≤ 0.01). Similarly, specific members of MYB, AP2/EREBP and C2C2 families were also found to be the most abundant significantly positively co-expressed TFs with group II (*p*-value ≤ 0.05).

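The 13 group II genes comprise 1 AP2/EREBP, 1 WRKY (WRKY33, VIT_215s0024g01993, r = 0.87) and 1 bHLH gene (bHLH75, VIT_201s0011g03720, r = 0.86), no MYB gene, and 10 not sorted into families here. The C2C2 family that the paper names was not counted as a whole, and zinc-finger genes among these 10 may belong to it. The 10 also include genes described as a cytochrome P450 reductase (VIT_212s0134g00400) and a GTP-binding protein (VIT_218s0001g13310). Among the 10 are 3 CONSTANS-like genes, zinc-finger proteins of the light response (VIT_204s0008g07340 and VIT_214s0083g00650, each r = 0.86, besides VIT_214s0068g01380), and 2 auxin response factors (VIT_215s0046g00290, r = 0.90, and VIT_206s0004g03130, r = 0.89). The genes named here were chosen after their values were seen. The 2 FLS guide genes correlate with each other at r = 0.36, so they draw on different genes. At the looser limit of absolute r above 0.7 and p at most 0.05, the set holds 39 genes, 37 of them positive.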

**FIGURE 5:**
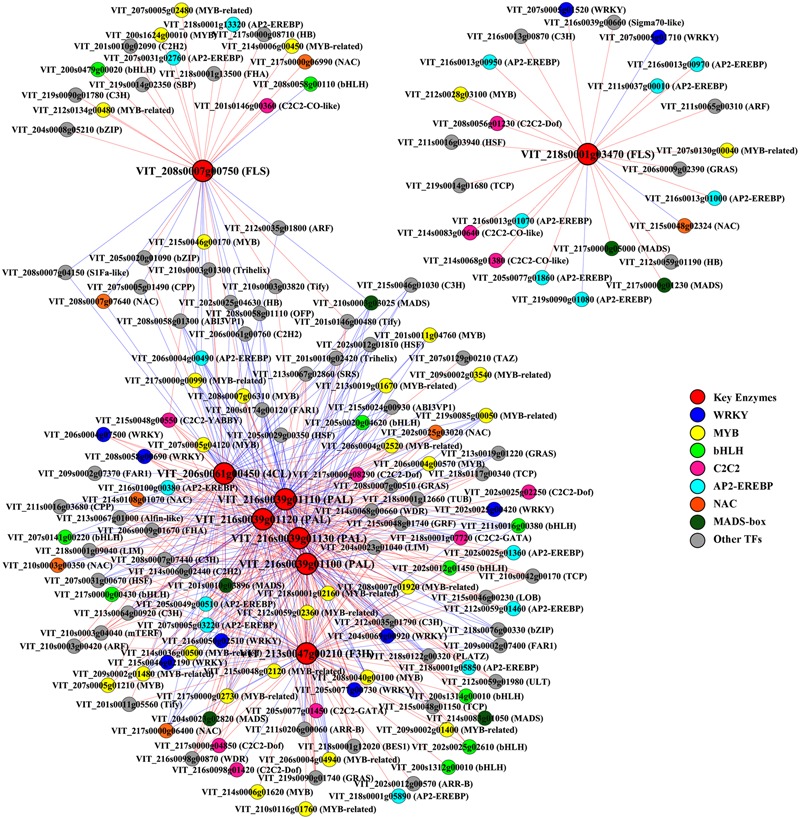
**Co-expression analysis of key enzymes required for phenolic biosynthesis and transcription factors (TFs) in berries from different cluster sunlight exposed grapes during development.** Key enzymes are assigned in *rectangle* and TFs in *ellipse*. PAL, phenylalanine ammonia-lyase; 4CL, 4-coumarate: CoA ligase; F3H, flavanone 3-hydroxylase; FLS, flavonol synthase. Positive and negative correlations are provided by red arrows and blue inhibitory arrows, respectively.

In all plant species analyzed to date, MYB TFs, together with bHLH and WDR proteins, act as common denominators in the regulation of flavonoid accumulation under various biotic or abiotic signals, such as high-light, UV, drought, and extreme temperatures (Koes et al., 2005; Xu et al., 2015). Some additional potential transcriptional regulators that belong to WRKY, MADS-box, and bZIP TF families have also been reported to be involved in specific branches of the phenylpropanoid metabolism (Hichri et al., 2011). Besides, several negative regulators of flavonoid synthesis, such as R2R3-MYB, single domain R3-MYB repressors and truncated bHLH, inhibit the formation of MBW complex or modify it, thereby actively repress transcription in plants (Liu et al., 2015). The positively or negatively co-expression of multiple members of MYB, bHLH, WRKY, and MADS-box TF families with those key genes in the present result suggests that light-regulated flavonoid biosynthesis in grape berries is maintained by a complex regulatory network involves both positive and negative feedback loops. By using over-expressing and antisense transgenic plant strategies, it was shown that some DOF (DNA-binding One Zinc Finger) genes from the C2C2 zinc finger-containing TF superfamily putatively involved in regulation of enzymes of the phenylpropanoid and flavonoid pathways in *Arabidopsis* (Noguero et al., 2013). The plant-specific AP2/EREBP TF family, which was composed of AP2, DREB (*cis*-acting dehydration responsive element-binding protein), RAV (related to ABI3/VP1), ERF (ethylene responsive factor) and other subfamilies, plays a major role in several developmental processes, and also participates in plant hormone signal transduction as well as plant’s responses to pathogens and various environmental stresses (Dietz et al., 2010). Recent studies revealed that a class of repressor-type ERF-subfamily TFs act as active or passive repressors of transcription *via* their ERF-associated amphiphilic repression (EAR) domain, which was also found in some C2H2 type zinc-finger proteins and R2R3-MYB repressors of flavonoid synthesis-related genes in various plant species (Aharoni et al., 2001; Ciftci-Yilmaz and Mittler, 2008; Huang et al., 2014). NAC proteins are another plant-specific TFs which have been shown to play an essential role in regulating senescence, cell division, and wood formation, and also participate in plant response to pathogens, viral infections, and various environmental stresses (Nakashima et al., 2012). It was also reported that a NAC protein in *Arabidopsis*, ANAC078, positively regulates the expression of genes related to the biosynthesis of flavonoids, subsequently leading to the accumulation of anthocyanins in response to high-light (Morishita et al., 2009). Furthermore, VviNAC29, a protein belonging to the grapevine NAC TF superfamily, was demonstrated to act as a cooperative regulator controlling the stress-responsive expression of *VviF3′H* in our previous study (Sun et al., 2015b). However, their roles in the negative regulation of the flavonoid synthesis-related genes have not been investigated previously, thus, the conclusion that whether they could directly or indirectly regulate the light-response of phenolic biosynthesis still needs to be further characterized.

### Light Response of Plant Hormone Signal Transduction Related Genes

Phytohormones have been implicated in controlling various aspects of grape berry development, in particular, the important processes of ripening and adaptation to adverse environmental conditions, including harmful UV radiation (Jeong et al., 2004). In some cases, hormone pathways act downstream of the light signal pathways to regulate growth, whereas in other cases they interact with each other reciprocally (Alabadí and Blázquez, 2009). 

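TCH4 (VIT_211s0052g01190), a cell-wall xyloglucan enzyme induced by brassinosteroids, rose in LR-V berries at E-L 37 from 14.7 ± 1.90 to 42.4 ± 8.66 FPKM (1.45, adjusted p = 0.000423, n = 3) and fell at E-L 38 from 2.67 ± 0.393 to 1.41 ± 0.718 (−0.65, adjusted p = 0.0379, and 0.0522 with median-of-ratios scaling). The jasmonate repressor gene JAZ (VIT_201s0146g00480) rose at E-L 36 (1.40 ± 1.13 to 11.4 ± 8.33, 2.26, adjusted p = 0.0152) and E-L 37 (0.487 ± 0.346 to 4.71 ± 2.52, 1.84, adjusted p = 0.0491), and MYC2 (VIT_211s0052g00100) at E-L 37 (5.55 ± 0.999 to 20.5 ± 8.67, 1.63, adjusted p = 0.0253). At E-L 38, 4 genes of salicylate-linked PR-1 proteins rose from low values: VIT_203s0088g00780 (0.09 ± 0.156 to 4.09 ± 2.97, 2.00, adjusted p = 0.00174), VIT_203s0088g00810 (1.87 ± 0.586 to 145 ± 108, 5.28, adjusted p = 0.00496), VIT_203s0088g00910 (0.06 ± 0.104 to 18.2 ± 12.7, 3.85, adjusted p = 0.000539) and VIT_203s0097g00700 (0.277 ± 0.275 to 9.74 ± 6.53, 2.83, adjusted p = 0.000637). So did the TGA factor VIT_207s0031g02670 (0.137 ± 0.237 to 6.91 ± 2.97, 2.74, adjusted p = 0.0011) and the ABA receptor VIT_208s0058g00470 (1.00 ± 0.581 to 7.74 ± 4.38, 2.01, adjusted p = 0.00638).
PYR/PYL VIT_210s0003g01335, ABF VIT_208s0007g03420 and TGA VIT_208s0007g06160 are not called at E-L 38 (adjusted p = 0.0666, 0.0925 and 0.0929), and each follows the seed transcripts at r = 0.95. VIT_207s0031g02670 (r = 0.80), MYC2 (0.71) and VIT_208s0058g00470 (0.63) follow them less closely, as does PR-1 VIT_203s0088g00910 (0.68). No gene of this group is called in LR-V at all 3 stages.
Among the 23 named hormone genes, 6 are higher at E-L 36 (camera adjusted p = 3.6e-06, and 0.427 with an estimated correlation), 4 higher and 2 lower at E-L 37, and 10 higher and 3 lower at E-L 38 (15 and 4 adjusted over the list alone, adjusted p = 0.00358, and 0.47 with an estimated correlation). The study chose them on these samples, so the set is not independent evidence. At E-L 38 only replicate B of LR-V is low in seed transcripts, and without the libraries high in them VIT_203s0088g00780 and VIT_203s0088g00810 lose their calls (adjusted p = 0.129 and 0.2, with log2 fold changes of 0.76 and 3.6 from that 1 library). JAZ without LR-V replicate A at E-L 36 (0.101) or C at E-L 37 (0.2), MYC2 without LR-V replicate C (0.128), TCH4 at E-L 38 without LR-V replicate A (0.246) and VIT_208s0058g00470 without LR-V replicate C (0.0517) do too.

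**Figure D6:**
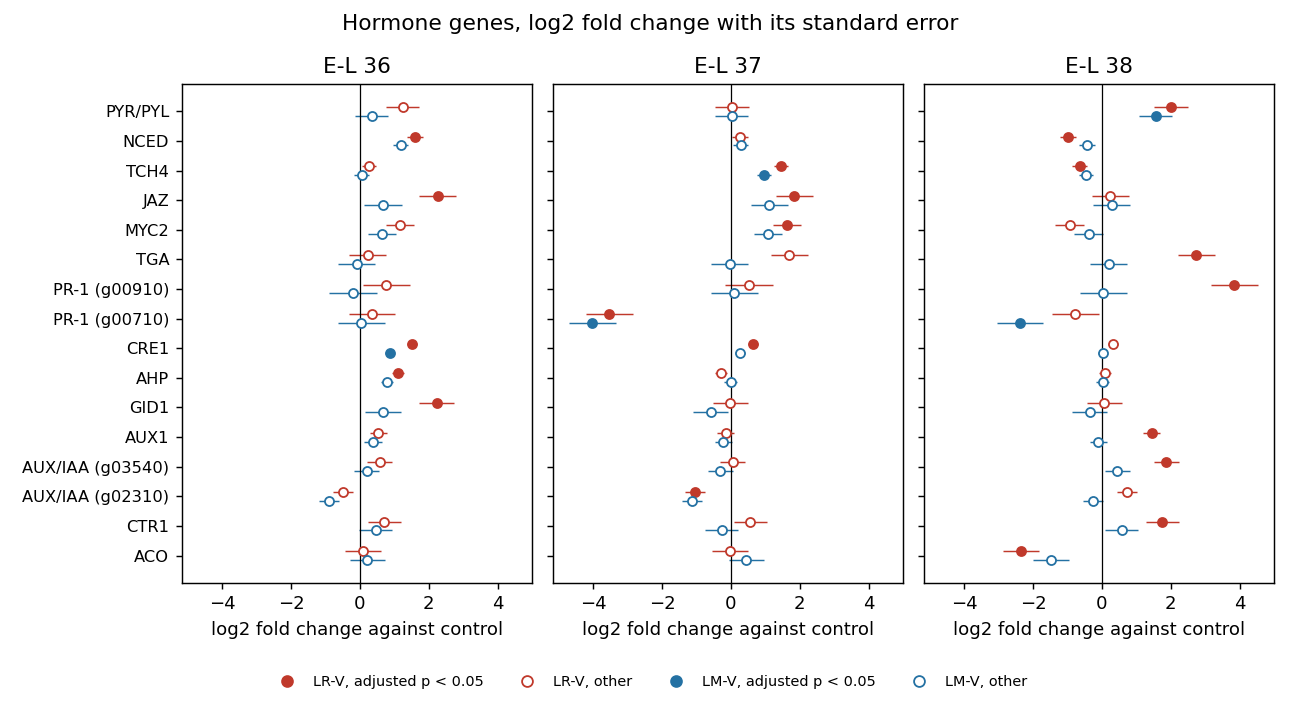
Log2 fold change ± SE of 16 hormone genes in LR-V and LM-V against C at each stage.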

In LR-V treated berries, the transcript abundances of some members of PYR/PYL (VIT_208s0058g00470 and VIT_210s0003g01335) and abscisic acid (ABA) responsive element binding factor (ABF; VIT_208s0007g03420) involved in ABA signal transduction (Klingler et al., 2010), xyloglucan:xyloglucosyl transferase TCH4 (VIT_211s0052g01190) involved in BR signal transduction (Clouse, 2015), jasmonate ZIM domain-containing protein (JAZ; VIT_201s0146g00480) and MYC2 TF (VIT_211s0052g00100) involved in jasmonic acid (JA) signal transduction (Fernández-Calvo et al., 2011), as well as TGA TF (VIT_207s0031g02670 and VIT_208s0007g06160) and pathogenesis-related protein 1 (PR-1; VIT_203s0088g00780, VIT_203s0088g00810, VIT_203s0088g00910, and VIT_203s0097g00700) involved in salicylic acid (SA) signal transduction (Eulgem, 2005) were significantly or moderately higher compared with that of the control at nearly all the three developmental stages (**Figure 6**). In addition, the transcription of some proteins involved in other plant hormone signal transductions was also significantly or moderately up-regulated in LR-V treated berries at specific developmental stages, such as members of the histidine kinase receptors CRE1 (VIT_213s0019g01180 and VIT_217s0000g04920) and histidine-containing phosphotransfer protein (AHP; VIT_211s0016g03170) required for cytokinin (CTK) signal transduction (Choi and Hwang, 2007) and gibberellin receptor GID1 (VIT_213s0084g00130) required for Gibberellin (GA) signal transduction (Hirano et al., 2008) at E-L 36 stage, members of the auxin influx carrier AUX1 (VIT_208s0007g02030) and auxin-responsive protein IAA (AUX/IAA; VIT_211s0016g03540) required for auxin signal transduction (Lau et al., 2008) at E-L 38 stage. 

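The cytokinin receptor gene CRE1 (VIT_213s0019g01180) rose in LR-V berries at E-L 36 from 9.44 ± 0.727 to 29.1 ± 4.4 FPKM (1.52, adjusted p = 1.27e-06, n = 3) and at E-L 37 from 6.06 ± 0.571 to 10.0 ± 1.63 (0.64, adjusted p = 0.00909). AHP (VIT_211s0016g03170), which relays the cytokinin signal, rose at E-L 36 from 8.03 ± 1.83 to 18.2 ± 2.35 (1.10, adjusted p = 0.000799), and its effect at E-L 37 is lower than at the other stages (−0.88, adjusted p = 0.0228). VIT_217s0000g04920, labelled CRE1 though its closest protein is a tubulin, rose at E-L 36 (7.16 ± 1.87 to 21.1 ± 8.65, 1.38, adjusted p = 0.0154) and at E-L 38 (0.447 ± 0.287 to 2.81 ± 1.02, 1.38, adjusted p = 0.00563). The gibberellin receptor gene GID1 (VIT_213s0084g00130) rose at E-L 36 from 0.05 ± 0.0866 to 5.24 ± 5.09 (2.23, adjusted p = 0.0107). At E-L 38 the auxin influx carrier gene AUX1 (VIT_208s0007g02030) rose from 2.73 ± 0.413 to 9.94 ± 5.19 (1.45, adjusted p = 0.000319), as did AUX/IAA VIT_211s0016g03540, from 3.45 ± 0.486 to 16.9 ± 9.69 (1.87, adjusted p = 0.000995, r = 0.75 with the seed transcripts). Both differ from LM-V there (1.55, adjusted p = 0.00107, and 1.41, adjusted p = 0.0199).
The 3 cytokinin genes pass as a set in LR-V at E-L 36 (camera adjusted p = 3.82e-06, and 0.0367 with an estimated correlation), on genes the study chose on these samples. The calls end without LR-V replicate A for GID1 (0.083), without LR-V replicate B for VIT_217s0000g04920 at E-L 36 (0.103) and without LR-V replicate C for VIT_213s0019g01180 at E-L 37 (0.07).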

Notably, a member of serine/threonine-protein kinase CTR1 (VIT_218s0001g07700), a negative regulator of the ethylene (ETH) response pathway (Chen et al., 2005), was up-regulated in LR-V treated berries at E-L 38 stage. 

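CTR1 (VIT_218s0001g07700), which holds the ethylene response back, rose in LR-V berries at E-L 38 from 2.30 ± 0.0306 to 12.0 ± 7.90 FPKM (1.75, adjusted p = 0.0143, n = 3). Its profile follows the seed transcripts (r = 0.89), and the call is lost without LR-V replicate A (adjusted p = 0.0914).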

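The ACO gene VIT_211s0016g02380, for the last step of ethylene synthesis, fell in LR-V berries at E-L 38 from 11.6 ± 3.01 to 1.42 ± 0.398 FPKM (−2.36, adjusted p = 0.00333, n = 3). With only LR-V replicate B, the one low in seed transcripts, the log2 fold change is −2.1 (adjusted p = 0.193), from a single library assumed to vary like the other groups.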

Meanwhile, a member of 1-aminocyclopropane-1-carboxylic acid oxidase (ACO, EC 1.14.17.4; VIT_211s0016g02380), the last enzyme in the ETH production pathway which controlled the biosynthesis of ETH in plants (Chervin et al., 2004), was significantly down-regulated in the same developmental stage. In berries from LM-V treatment, a member of TCH4 (VIT_211s0052g01190) was significantly up-regulated, while members of AUX/IAA (VIT_214s0030g02310) and PR-1 (VIT_203s0088g00710) were significantly down-regulated at E-L 37 stage. 

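In LM-V berries at E-L 37, TCH4 rose from 14.7 ± 1.90 to 30.2 ± 8.50 FPKM (0.96, adjusted p = 0.0416, n = 3), and PR-1 VIT_203s0088g00710, a defence gene, fell from 33.2 ± 26.5 to 0.52 ± 0.478 (−4.03, adjusted p = 0.00629). LR-V moved both the same way, with PR-1 VIT_203s0088g00710 at 1.08 ± 0.194 (−3.53, adjusted p = 0.0042). AUX/IAA VIT_214s0030g02310, a repressor of the auxin response, is at 12.3 ± 3.26 in LM-V against 27.8 ± 6.31 and is not called by limma (−1.12, adjusted p = 0.0977), while the rebuilt NOISeq rule gives it a probability of 0.89. In LR-V it fell to 13.0 ± 3.35 (−1.04, adjusted p = 0.0415, and 0.0873 with median-of-ratios scaling). Without LM-V replicate B the TCH4 call is lost (adjusted p = 0.294), and without C replicate B that of AUX/IAA in LR-V (0.155).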

No significant differences in the expression of plant hormone signal transduction related genes between berries from LM-V treatment and the control group were detected at both E-L 36 and 38 stages. Nevertheless, a member of 9-*cis*-epoxycarotenoid dioxygenase (NCED, EC 1.13.11.51; VIT_219s0093g00550), which limits the level of ABA in the biosynthesis pathway (Zhang et al., 2009), was up-regulated in LM-V treated berries at E-L 36 stage, while a member of ACO (VIT_211s0016g02380) was down-regulated at E-L 38 stage (**Figure 6**).

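Of the 23 named hormone genes, limma calls 1 in LM-V berries at E-L 36, the cytokinin receptor gene CRE1 (VIT_213s0019g01180), which rose from 9.44 ± 0.727 to 18.1 ± 3.36 FPKM (0.86, adjusted p = 0.00803, n = 3). At E-L 38 the ABA receptor gene VIT_208s0058g00470 rose from 1.00 ± 0.581 to 4.83 ± 1.23 (1.56, adjusted p = 0.0465) and PR-1 VIT_203s0088g00710 fell from 11.1 ± 4.84 to 1.31 ± 1.02 (−2.38, adjusted p = 0.0284). The cytokinin set of 3 genes passes at E-L 36 (camera adjusted p = 1.69e-06, and 0.02 with an estimated correlation), with members chosen on these samples. Each of the 3 calls ends without 1 library: LM-V replicate A for CRE1 (adjusted p = 0.0889), and LM-V replicate B for the other two (0.157 and 0.115).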

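NCED (VIT_219s0093g00550), whose enzyme limits ABA synthesis, is at 32.0 ± 6.33 FPKM in LM-V against 13.5 ± 2.07 in C at E-L 36 (n = 3), a log2 fold change of 1.18 that misses the threshold (adjusted p = 0.0513) and passes the rebuilt NOISeq rule (probability 0.91). In LR-V it rose to 43.1 ± 11.0 (1.59, adjusted p = 0.000247). ACO in LM-V at E-L 38 is at 3.61 ± 1.60 (−1.47, adjusted p = 0.0833, NOISeq probability 0.90).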

**FIGURE 6:**
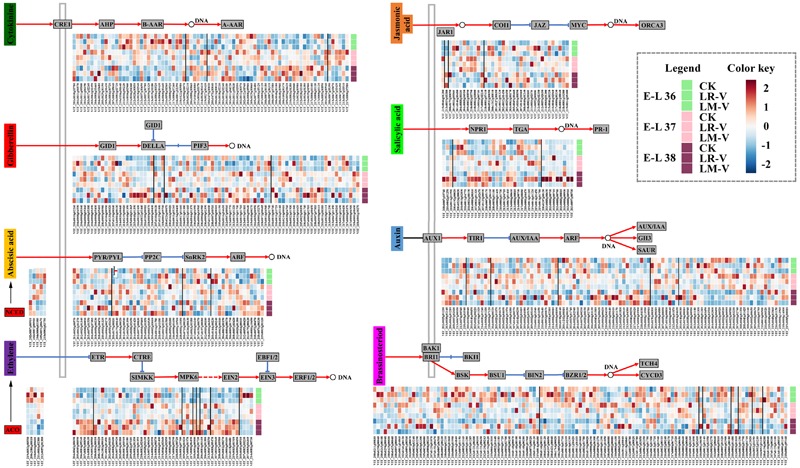
**Effects of sunlight exposure on the expression profile of phytohormone biosynthesis and signaling genes.** CRE1, cytokinin receptor (histidine kinase 2/3/4); AHP, histidine-containing phosphotransfer protein; B-AAR, type-B primary two-component response regulator; A-AAR, type-A primary two-component response regulator; GID1, gibberellin-insensitive dwarf1 (gibberellin receptor); GID2, F-box protein gibberellin-insensitive dwarf2; DELLA, DELLA protein; PIF3, phytochrome-interacting factor 3; NCED, 9-*cis*-epoxycarotenoid dioxygenase; PYR/PYL, abscisic acid receptor PYR/PYL family; PP2C, protein serine/threonine phosphatase 2C; SnRK2, serine/threonine-protein kinase SRK2; ABF, ABA responsive element binding factor; ACO, 1-aminocyclopropane-1- carboxylic acid oxidase; ETR, ethylene receptor; CTR1, serine/threonine-protein kinase CTR1; SIMKK, mitogen-activated protein kinase kinase; MPK6, mitogen-activated protein kinase 6; EIN2, ethylene-insensitive protein 2; EIN3, ethylene-insensitive protein 3; EBF1/2, EIN3-binding F-box protein; ERF1/2, ethylene-responsive TF 1/2; JAR1, jasmonic acid-amino synthetase; COI1, coronatine-insensitive protein 1; JAZ, jasmonate ZIM domain-containing protein; MYC2, bHLH TF MYC2; ORCA3, octadecanoid-derivative responsive Catharanthus APETALA2-domain 3; NPR1, non-expressor of pathogenesis-related genes1; TGA, bZIP TF TGA; PR-1, pathogenesis-related protein 1; AUX1, auxin influx carrier; TIR1, transport inhibitor response 1; AUX/IAA, auxin-responsive protein IAA; ARF, auxin response factor; GH3, indole-3-acetic acid-amido synthetase; SAUR, small auxin-up RNA; BAK1, brassinosteroid insensitive 1-associated receptor kinase 1; BRI1, protein brassinosteroid insensitive 1; BKI1, BRI1 kinase inhibitor 1; BSK, brassinosteroid signaling kinase; BSU1, bri1 suppressor 1; BIN2, protein brassinosteroid insensitive 2; BZR1/2, brassinosteroid resistant 1/2; TCH4, xyloglucan:xyloglucosyl transferase; CYCD3, cyclin D3. Each square in the heatmap located beside their gene names corresponds to the average FPKM value of the gene in each sample as illustrated in the legend. Positive and negative regulations of hormone signalings are indicated by red arrows and blue inhibitory arrows, respectively.

Previous studies indicate that the accumulation of phenolics in berry skin during the ripening stage, as well as the expression of structural genes and their transcriptional regulators considered to be involved in the phenylpropanoid and flavonoid pathways, were enhanced by exogenous ABA and ETH treatments, while suppressed by synthetic auxins, NAA (Ban et al., 2003; El-Kereamy et al., 2003; Jeong et al., 2004; Fujita et al., 2006; Koyama et al., 2010). The acceleration of berry ripening and flavonoid accumulation in LR-V treated grape berries was well correlated with the enhancement of ABA signal transduction, which might act as a protective mechanism induced by enhanced light irradiation (Berli et al., 2011), while the increased auxin signal transduction and decreased biosynthesis of ETH might result in the suppression of flavonoid biosynthesis, especially flavan-3-ols and anthocyanins at harvest. Moreover, the different expression of metabolic enzymes of phytohormones at E-L 36 and 38 stages, and the transcriptional changes of AUX/IAA at E-L 37 stage, were shown to be perfectly correlated with changes in the accumulation of flavonoids in LM-V treated berries. 

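Of the ABA genes, NCED, for ABA synthesis, rose in LR-V only at E-L 36 and fell at E-L 38, from 7.23 ± 0.473 to 3.23 ± 0.783 FPKM (−0.98, adjusted p = 0.00547, n = 3), while the ABA receptor gene VIT_208s0058g00470 is called higher only at E-L 38. The 4 ABA genes lean higher as a set in LR-V at E-L 36 (camera adjusted p = 0.014, and 0.427 with an estimated correlation) and their median correlation with the seed transcripts is 0.79. The 3 auxin genes have 2 called higher at E-L 38 (adjusted p = 0.012, and 0.362 with an estimated correlation), and the 2 ethylene genes 1 higher (CTR1) and 1 lower (ACO). All were chosen by the study on these samples. The authors propose that stronger ABA signalling goes with faster ripening and flavonoid accumulation, and that stronger auxin signalling with less ethylene synthesis might hold flavonoids back at harvest. Hormones themselves were not measured in these samples, and which gene changes lead to which cannot be read from expression at 3 stages.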

A number of studies have indicated that light signaling affects the biosynthesis and/or signaling of multiple phytohormones such as auxin, GA, CTKs, ETH, and BRs (Carvalho et al., 2011). The interactions between light and hormones pathways operate through distinct molecular mechanisms in plants and play an important role in the adjustment of developmental programs and behavior of the plants to the environment (Alabadí and Blázquez, 2009). Taken together, our results suggest that phenolic metabolic in berry skins of the Cabernet Sauvignon grape is precisely controlled by a series of phytohormones in response to exchanged light irradiation.

## Conclusion

In the present study, the transcriptional profiles and metabolite profiles of phenolic biosynthesis pathway were analyzed in Cabernet Sauvignon grapes under different sunlight exposure treatments during berry development. Leaf removal or leaf moving at different berry development stages did not show consistent effects on the accumulation of flavan-3-ol, anthocyanin or total flavonoids in grape berries over three seasons. However, the concentrations of HCAs and flavonols were moderately and drastically increased in sunlight exposed grape berries, respectively, which is well correlated with changes in transcriptional abundance of *PAL, 4CL, F3H*, and *FLS* family members as well as large amounts of regulatory genes. Furthermore, the transcriptional changes of genes required for the biosynthesis and signal transduction of auxin, ETH and ABA were found to be exactly in accordance with the accumulation of phenolics in light exposed berries during development, confirmed the importance of phytohormones on berry phenolic biosynthesis of grapes in response to light environment. Taken together, our results provide new valuable insights into understanding of the complex regulatory network of sunlight-responsive phenolic biosynthesis in grape berries, as well as theoretical foundations for cultivation management and wine production.

## Author Contributions

JW and WC conceived and designed the experiments. GC and Y-NH did the field experiments. R-ZS, GC, and QL analyzed the transcriptome sequencing data. GC, QL, YW, Y-RZ, W-FS, XZ, and X-DC performed the HPLC quantification. Y-BL and S-YL provided technical support. R-ZS and JW wrote the paper. All the authors revised it critically for important intellectual content and approved the final version of this manuscript.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Footnotes

1 http://genomes.cribi.unipd.it/grape/

2 http://www.genome.ad.jp/kegg/

# Supplementary material for: Light-induced Variation in Phenolic Compounds in Cabernet Sauvignon Grapes (Vitis vinifera L.) Involves Extensive Transcriptome Reprogramming of Biosynthetic Enzymes, Transcription Factors, and Phytohormonal Regulators
**Source:** Front Plant Sci. 2017 Apr 19;8:547. doi: 10.3389/fpls.2017.00547
**Supplement:** Supplementary file 1

Supplementary Material

Light-induced Variation in Phenolic Compounds in Cabernet Sauvignon Grapes (Vitis vinifera L.) Involves Extensive Transcriptome Reprogramming of Biosynthetic Enzymes, Transcription Factors, and Phytohormonal Regulators

Run-Ze Sun, Guo Cheng, Qiang Li, Yan-Nan He, Yu Wang, Yi-Bin Lan, Si-Yu Li, Yan-Rong Zhu, Wen-Feng Song, Xue Zhang, Xiao-Di Cui, Wu Chen, Jun Wang*

# Supplementary Data

Supplementary Material should be uploaded separately on submission. Please include any supplementary data, figures and/or tables.

Supplementary material is not typeset so please ensure that all information is clearly presented, the appropriate caption is included in the file and not in the manuscript, and that the style conforms to the rest of the article.

# Supplementary Figures and Tables

For more information on Supplementary Material and for details on the different file types accepted, please see [here](http://home.frontiersin.org/about/author-guidelines#SupplementaryMaterial).

## Supplementary Figures

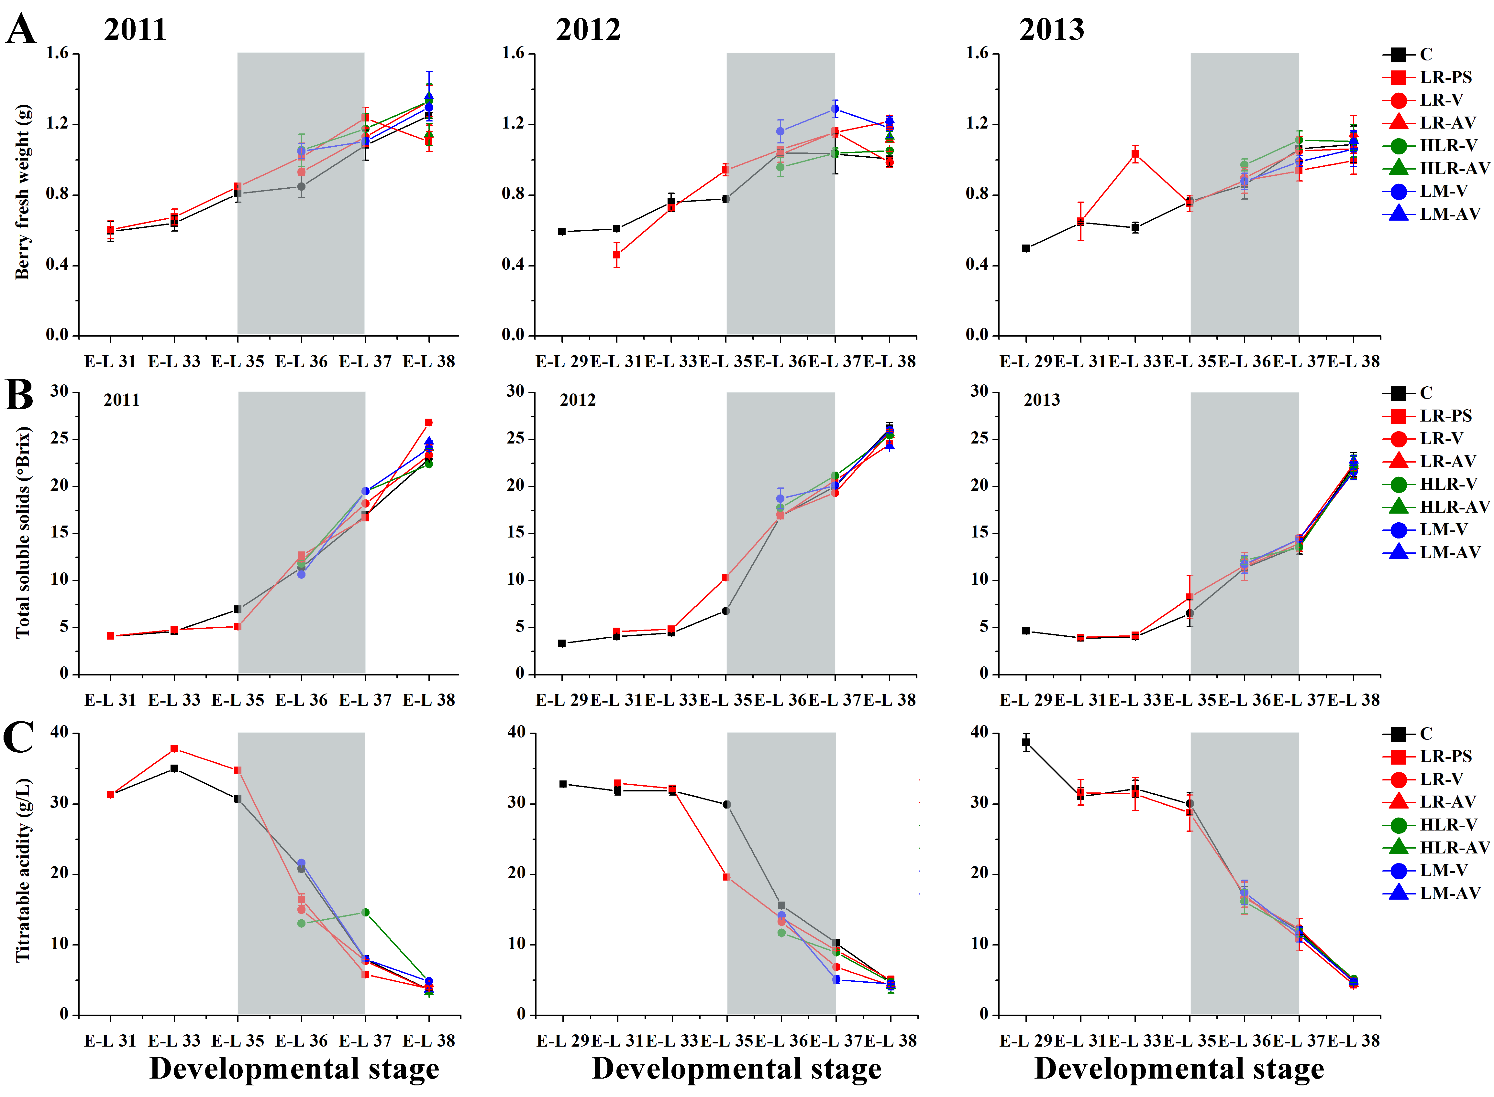

**Figure S1.** Influence of cluster sunlight exposure treatments on (A) fresh weight, (B) total soluble solids and (C) titratable acidity contents of Cabernet Sauvignon grape berries during ripening over three seasons. C: control group; LR-PS: leaf removal at berry pea-size; LR-V: leaf removal at véraison; LR-AV: leaf removal after véraison; HLR-V: half leaf removal at véraison; HLR-AV: half leaf removal after véraison; LM-V: leaf moving at véraison; LM-AV: leaf moving after véraison. Data are mean ± SD of three biological replicates. Light grey background represents the phenological phase of véraison from 5% to 100% of coloured berries.

##
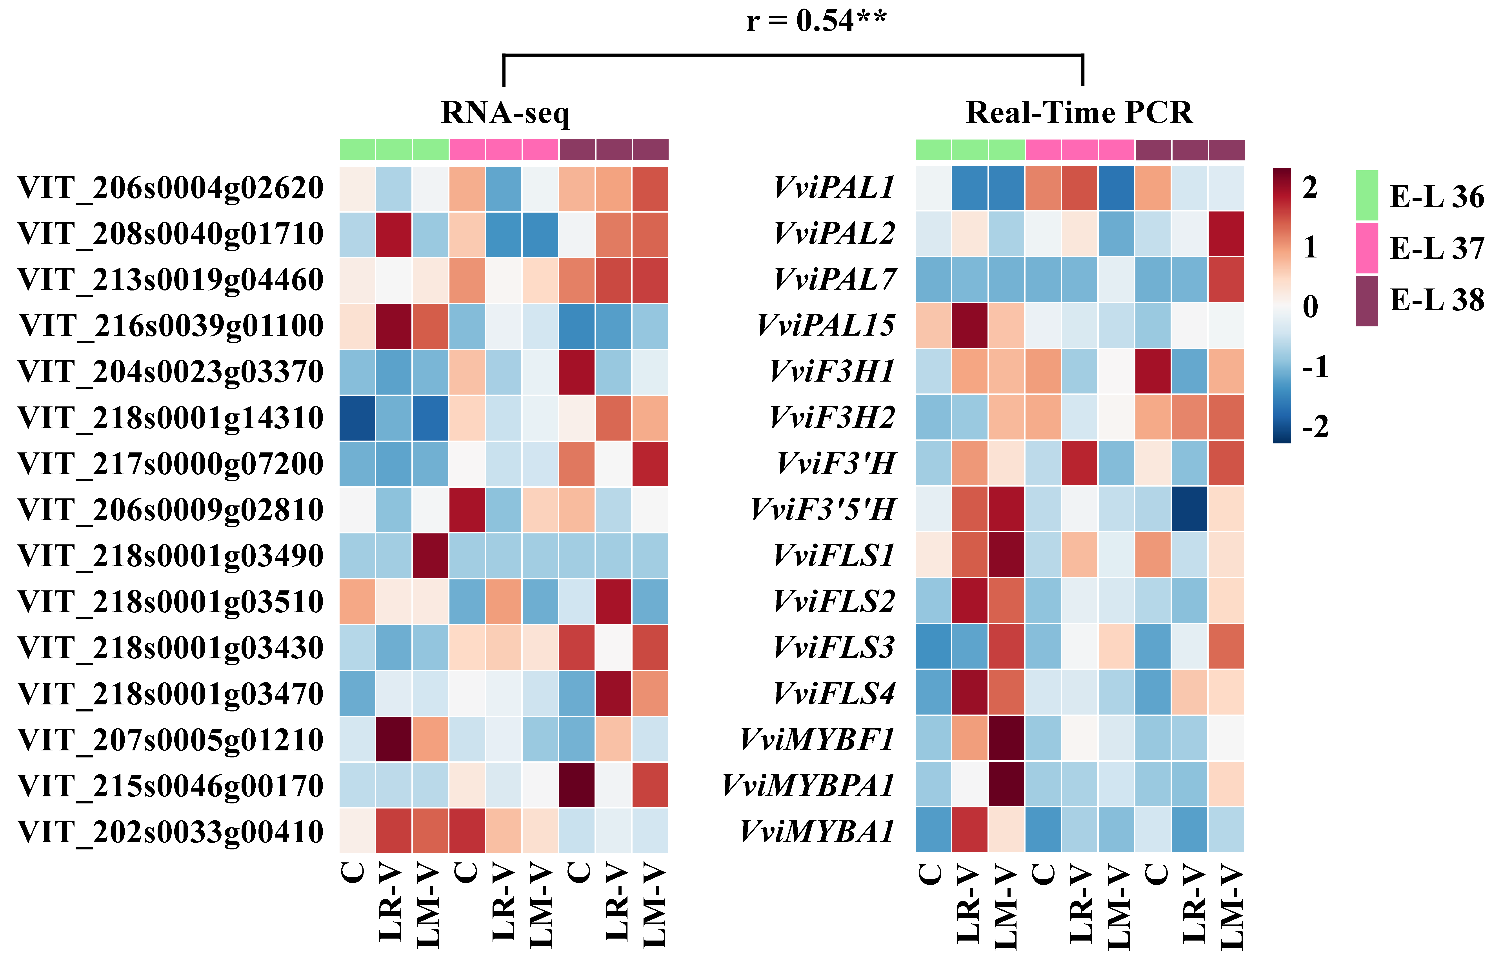

**Figure S2.** Validation of RNA-seq results by quantitative real-time PCR. The left-hand heatmap indicates the average FPKM values of the RNA-seq analysis. The right-hand heatmap indicates the average value of relative expression from three independent real-time PCR experiments. Correlation is significant at the 0.01 level. C: control group; LR-V: leaf removal at véraison; LM-V: leaf moving at véraison.

## Supplementary Tables

**Table S1.** Meteorological data of the study area during the developmental period of grape berries in 2011-2013.

| Developmental  phases | Days | | | Growing degree days (°C) | | | Sunshine duration (h) | | | Temperature (°C) | | | | | | | | | Rainfall (mm) | | | Relative humidity (%) | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  |  |  |  |  |  |  |  |  |  | Average | | | Maximum | | | Minimum | | |  |  |  |  |  |  |
|  | 2011 | 2012 | 2013 | 2011 | 2012 | 2013 | 2011 | 2012 | 2013 | 2011 | 2012 | 2013 | 2011 | 2012 | 2013 | 2011 | 2012 | 2013 | 2011 | 2012 | 2013 | 2011 | 2012 | 2013 |
| flowering | 7 | 7 | 7 | 102.9 | 113.5 | 96.7 | 70.3 | 70.8 | 82.4 | 24.7 | 26.2 | 23.8 | 31.1 | 31.2 | 30.9 | 19.7 | 20.9 | 18.5 | 0.1 | 0.1 | 1.1 | 33.9 | 30.7 | 32.1 |
| green | 52 | 47 | 42 | 850.5 | 785.6 | 624.1 | 586.6 | 497.7 | 451.7 | 26.4 | 26.7 | 24.9 | 32.5 | 32.6 | 30.8 | 20.7 | 21.4 | 19.5 | 49.6 | 35.9 | 38.7 | 40.4 | 40.7 | 34.6 |
| véraison | 18 | 21 | 23 | 295.9 | 347.4 | 373.2 | 184.8 | 240.0 | 237.4 | 26.4 | 26.5 | 26.2 | 32.8 | 32.8 | 32.6 | 20.6 | 20.3 | 19.5 | 6.2 | 10.2 | 11.3 | 40.1 | 41.6 | 38.6 |
| ripening | 38 | 39 | 41 | 445.9 | 480.8 | 415.8 | 394.7 | 399.8 | 415.7 | 21.7 | 22.3 | 20.1 | 28.4 | 28.8 | 27.8 | 15.4 | 15.7 | 13.0 | 35.0 | 20.1 | 21.9 | 42.9 | 42.4 | 40.9 |

**Table S2.** Microclimate conditions of fruiting zone in control and cluster sunlight exposure treatments during the 2012 and 2013 growing seasons.

|  | Photosynthetically active radiation (µmol/m^2^·s) | | | | Solar radiation (µmol·m^-2^·s^-1^) | | | | Average temperature (°C) | | | | Relative humidity (%) | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | C | LR | HLR | LM | C | LR | HLR | LM | C | LR | HLR | LM | C | LR | HLR | LM |
| 2012 |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |
| Stage I | 14.78 | 38.36 |  |  | 167.4 | 334.9 |  |  | 25.36 | 26.31 |  |  | 58.67 | 55.30 |  |  |
| Stage II | 19.02 | 64.45 | 51.94 | 63.91 | 238.9 | 288.9 | 359.0 | 279.8 | 24.64 | 25.08 | 25.01 | 25.06 | 55.78 | 54.42 | 54.23 | 53.63 |
| Stage III | 11.61 | 58.89 | 43.40 | 39.01 | 145.6 | 182.5 | 222.5 | 167.4 | 18.82 | 19.06 | 19.19 | 19.11 | 60.72 | 59.88 | 59.00 | 58.79 |
| 2013 |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |
| Stage I | 11.84 | 52.63 |  |  | 205.7 | 166.5 |  |  | 23.86 | 23.99 |  |  | 62.70 | 60.77 |  |  |
| Stage II | 20.08 | 69.44 | 22.60 | 33.88 | 154.2 | 292.1 | 180.6 | 205.7 | 22.60 | 23.03 | 22.77 | 22.96 | 69.44 | 66.57 | 67.07 | 66.24 |
| Stage III | 10.67 | 54.75 | 22.07 | 35.15 | 141.1 | 247.1 | 147.4 | 190.2 | 16.85 | 17.30 | 17.08 | 17.15 | 64.75 | 61.23 | 61.68 | 61.17 |

Stage I, II and III represent the herbaceous phase, véraison and the maturation phase of grape berries, respectively. C: control group; LR: leaf removal; HLR: half leaf removal; LM: leaf moving.

**Table S3.** List of the primers used for quantitative real-time PCR validation experiments.

| Gene name | Gene ID (CRIBI, V2) | Annotation | Primers (5′ to 3′) | Reference |
| --- | --- | --- | --- | --- |
| *VviPAL1* | VIT_206s0004g02620 | *phenylalanine ammonia-lyase* | Forward: CTCACACCACAACGGCAACG  Revers: CGCCACCATTCTCTTCACCTC | Sun et al. 2016 |
| *VviPAL2* | VIT_208s0040g01710 | *phenylalanine ammonia-lyase* | Forward: CCACCCATCAAGATTCTGCGAG  Revers: CATTGTTCAGTGCGTGTTCTACCA | Sun et al. 2016 |
| *VviPAL7* | VIT_213s0019g04460 | *phenylalanine ammonia-lyase* | Forward: GAAGAACCAAACAAGGCGGAG  Revers: AGAGGCAAGCAAGGGGTAATG | Sun et al. 2016 |
| *VviPAL15* | VIT_216s0039g01100 | *phenylalanine ammonia-lyase* | Forward: CAACTCTGTGAATGATAACCCCTT  Revers: TGCTCCCTTGAAACCATAGTCC | Sun et al. 2016 |
| *VviF3H1* | VIT_204s0023g03370 | *flavanone 3-hydroxylase* | Forward: CCAATCATAGCAGACTGTCC  Revers: TCAGAGGATACACGGTTGCC | Azuma et al. 2012 |
| *VviF3H2* | VIT_218s0001g14310 | *flavanone 3-hydroxylase* | Forward: CTGTGGTGAACTCCGACTGC  Revers: CAAATGTTATGGGCTCCTCC | Azuma et al. 2012 |
| *VviF3'H* | VIT_217s0000g07200 | *flavonoid 3'-hydroxylase* | Forward: ACGGCTACCACATCCCCAAAAA  Revers: CCCCGAATGGAATCACTTCAAAAT | Sun et al. 2015b |
| *VviF3'5'H* | VIT_206s0009g02810 | *flavonoid 3',5'-hydroxylase* | Forward: GAAGTTCGACTGGTTATTAACAAAGAT  Revers: AGGAGGAGTGCTTTAATGTTGGTA | Castellarin et al. 2006 |
| *VviFLS1* | VIT_218s0001g03490 | *flavonol synthase* | Forward: AATCCTCCTTCTTACAGGGA  Revers: AGCCCTAACCCTACCGACAA | Fujita et al. 2006 |
| *VviFLS2* | VIT_218s0001g03510 | *flavonol synthase* | Forward: AACCCACCTTCGTACAGGGC  Revers: CCTAACCCTAATGACAGCAA | Fujita et al. 2006 |
| *VviFLS3* | VIT_218s0001g03430 | *flavonol synthase* | Forward: AACCAAGATGACTAAGAACC  Revers: CTTCTGTGACTTCCCTGTAG | Fujita et al. 2006 |
| *VviFLS4* | VIT_218s0001g03470 | *flavonol synthase* | Forward: AAACCACCTACTTACAGAGC  Revers: ACCTAACCCCAGTGACAGAC | Fujita et al. 2006 |
| *VviMYBF1* | VIT_207s0005g01210 | *transcription factor myb12* | Forward: GGAGGTTGAGGGGTTGTG  Revers: AAGTTGGGGAAGAGCAGGAG | Czemmel et al. 2009 |
| *Vvi**MYBPA1* | VIT_215s0046g00170 | *transcription factor mybpa1* | Forward: AGATCAACTGGTTATGCTTGCT  Revers: AACACAAATGTACATCGCACAC | Bogs et al. 2007 |
| *VviMYBA1* | VIT_202s0033g00410 | *transcription factor myba1* | Forward: GCAAGCCTCAGGACAGAAGAA  Revers: ATCCCAGAAGCCCACATCAA | Shimazaki et al. 2011 |
| *VviUbiquitin1* | VIT_216s0098g01190 | *ubiquitin fusion protein* | Forward: GTGGTATTATTGAGCCATCCTT  Revers: AACCTCCAATCCAGTCATCTAC | Downey et al. 2003 |
| *Vviβ-Actin* | VIT_204s0044g00580 | *actin protein* | Forward: CTTGCATCCCTCAGCACCTT  Revers: TCCTGTGGACAATGGATGGA | Reid et al. 2006 |

**Table S4.** Statistical analysis of the physicochemical indexes and phenolic accumulations in different cluster sunlight exposed grape berries during development over three seasons.

Different letters represent significant difference at 0.05 level among treatments in each sampling time point. nd: not detected. C: control group; LR-PS: leaf removal at berry pepper-corn size; LR-V: leaf removal at véraison; LR-AV: leaf removal after véraison; HLR-V: half leaf removal at véraison; HLR-AV: half leaf removal after véraison; LM-V: leaf moving at véraison; LM-AV: leaf moving after véraison leaf removal.

**Table S5.** Correlation analysis between the accumulation of phenolic compounds and the expression of phenolic biosynthesis related genes.

| Metabolites | Gene ID | Enzyme | R-value | P-value |
| --- | --- | --- | --- | --- |
| Total flavonoids | VIT_216s0039g01130 | PAL | 0.86 | 0.01 |
| Total flavonoids | VIT_216s0039g01100 | PAL | 0.84 | 0.01 |
| Total flavonoids | VIT_216s0039g01110 | PAL | 0.84 | 0.01 |
| Total flavonoids | VIT_216s0039g01120 | PAL | 0.8 | 0.01 |
| Total flavonoids | VIT_213s0047g00210 | F3H | 0.77 | 0.05 |
| Total flavonoids | VIT_206s0061g00450 | 4CL | 0.74 | 0.05 |
| Flavonols | VIT_208s0007g00750 | FLS | 0.74 | 0.05 |
| Flavonols | VIT_218s0001g03470 | FLS | 0.73 | 0.05 |

PAL: phenylalanine ammonia-lyase; F3H: flavanone 3-hydroxylase; 4CL: 4-coumarate: CoA ligase; FLS: flavonol synthase.

How the deposited data were processed for this re-analysis (not part of the article)

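Berries of control (C), leaf removal at véraison (LR-V) and leaf moving at véraison (LM-V) vines were sampled at E-L 36, 37 and 38, and RNA of deseeded berries was sequenced in 3 biological replicates per group, which makes 9 groups and 27 libraries. The authors sequenced 50-bp single reads on an Illumina HiSeq, aligned them to grapevine genome V2 with Bowtie, allowing at most 2 mismatches (the submitters' notes name Bowtie2 2.2.5), and deposited the FPKM value of every gene in every library, to 2 decimals. The program that computed FPKM is not given in the sources used here. The deposited table also carries KEGG orthology for 17000 genes, a closest protein for 26692 genes and GO terms, which were used for annotation.

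The table holds 28940 genes, 27473 of them above 0 in any library and 1467 at 0 in all. Read counts are not part of the table, so absolute depth is not known here. Values of low genes move in steps, and the size of the step in each library relative to C replicate A at E-L 36 gives a relative depth. By group, its range and median are 0.997 to 1.003 and 1.0 for C at E-L 36, 0.927 to 0.997 and 0.99 for C at E-L 37, 0.923 to 1.014 and 0.986 for C at E-L 38, 0.993 to 1.035 and 1.014 for LR-V at E-L 36, 0.976 to 1.0 and 0.993 for LR-V at E-L 37, 0.917 to 0.976 and 0.933 for LR-V at E-L 38, 0.959 to 1.025 and 0.983 for LM-V at E-L 36, 0.976 to 0.986 and 0.983 for LM-V at E-L 37, and 0.917 to 0.976 and 0.933 for LM-V at E-L 38. Between 16516 and 17698 genes reach FPKM 1 in a library. Correlations of log2 values between libraries of a group run from 0.941 to 0.982, and the lowest between groups is 0.834. No 2 libraries share identical values.

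Genes with FPKM of at least 1 in at least 3 libraries (19761) were tested on the log2(FPKM + 1) scale with limma 3.58.1 (statmod 1.5.0, R 4.3.3), with an intensity trend and robust empirical Bayes, in a model of 9 group means. The comparisons were LR-V and LM-V against C at each stage, LR-V against LM-V at each stage, C between consecutive stages, and, for each treatment, its effect at E-L 37 against the mean of its effects at E-L 36 and 38. Adjusted p values follow Benjamini and Hochberg over all tested genes of a comparison, with a threshold of 0.05. The test was tested on simulated data with the spread of each gene in these libraries: of 100 genes changed by a factor of 2, between 63 and 81 were called, of 100 changed by a factor of 4, between 92 and 99, and of 19561 unchanged genes, between 1 and 14. Noise was drawn independently for each gene with the same spread in all groups, and changed genes had a mean FPKM of at least 2. The simulation therefore does not cover lower genes, groups of unequal spread or genes that vary together, as the seed transcripts do. Log2 fold changes are on the log2(FPKM + 1) scale. All 3 control libraries of a stage serve for both treatments.

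The rule of the authors, fold change at least 2 and NOISeq probability at least 0.8, was rebuilt from its description, with 0.5 in place of 0. It was used as an alternative on the same 19761 genes, so lower genes could not be picked. Gene lists were tested with camera (limma) with a preset correlation between genes of 0.01 and again with the correlation estimated from the data, and with fry. Over 6 comparisons of a treatment with C and 52 lists, 312 list tests were made, of which 51 have adjusted p under 0.05 with the preset correlation and 2 with the estimated one. The lists are the enzyme families of the pathway by KEGG orthology, the hormone genes the paper names, and groups chosen by annotation words. Of the word lists, anthocyanin transport, aquaporin, auxin response, bHLH, cuticular wax, galactinol, GATA and Dof, heat stress factor, MADS-box, MYB, NAC, seed storage (GO terms), reactive oxygen scavenging, WRKY and organelle lists have no adjusted p under 0.05 against C, the transposon list has 0 genes, the C4H, LDOX, LAR and ANR families have none, and the brassinosteroid, ethylene, gibberellin and jasmonate lists have 1, 2, 1 and 2 genes, too few for a test of a set to add to the genes themselves. Lists with an adjusted p under 0.05 are given where they are described.

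Genes are named if the paper names them by identifier, if they are transcription factors of Fig. 4B whose identifier could be found, if they are among the 10 highest or 10 lowest log2 fold changes of a comparison with C (called, with all 3 treated libraries on one side of the 3 control libraries and a mean FPKM of at least 1 in the higher group), or if they are among up to 4 members of a list with the smallest adjusted p in a comparison. Other genes are said to be chosen after their values were seen. Symbols were taken from the paper, and 12911 genes could be matched to a RefSeq gene, 416 of them with a symbol. Transcription factors are the 1010 genes with GO term transcription factor activity or family words in their annotation, 634 of them tested.

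Metabolite values are the paper's own group means of the same season (Table S4). Flavonoids were extracted from berry skins, while hydroxycinnamic acids and the sequenced RNA came from deseeded berries. Flavonoid content and expression are therefore not from the same tissue. Pearson and Spearman correlations over the 9 group means were given permutation p values over all 362880 pairings, and within stages over the 216 pairings that keep each group in its stage (smallest possible p 0.00463). Correlations were adjusted over the 8 relations of Table S5. For co-expression, 8 guide genes (6 in group I, 2 in group II) and the limits of absolute r above 0.8 and p at most 0.01, or 0.7 and 0.05, were taken from the paper. With 3 libraries against 3, the smallest exact p is 0.1.

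Alternatives tried are a pseudocount of 0.1, no expression minimum, median-of-ratios scaling between libraries, a model of only the groups compared, limma without trend and robust steps, a fold change of at least 2 in addition, the rebuilt rule, leaving out each library in turn, the replicate letter as a term, the mean of the 2 seed storage genes as a covariate, and leaving out the libraries where that mean exceeds 3, a limit chosen after the values were seen that lies above every control library (highest 1.73). The closing section gives their effect. The qRT-PCR values, berry measurements of other seasons and treatments without RNA-seq were not used here, and some items, among them regulators named in the paper without an identifier, are not reported here. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for the remaining steps.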

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

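The tests of the seed storage transcripts (permutation of labels, for this list and against all lists, overlap with the control range, correlation with late embryogenesis genes) and of the scaling at E-L 37 were chosen after the results they concern had been seen. The regroupings of libraries and the comparison of spread were chosen before the data were examined.

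Direct tests between treatments or stages drew attention to differences that the comparisons with C do not give. LR-V and LM-V berries differ in 7 genes at E-L 36 and in 1472 at E-L 38, and the effect at E-L 37 differs from the mean effect at the other two stages in 965 genes for LR-V and 125 for LM-V. Leaving out 1 library moves the 7 to 157 (LM-V replicate B), 64 (LR-V replicate C), 2 (LR-V replicate B) or 0 (LR-V replicate A or LM-V replicate C), and the 1472 to 632 (LM-V replicate A), 842 (LM-V replicate C), 844 (LR-V replicate A), 2270 (LR-V replicate B) or 356 (LR-V replicate C). It moves the 965 to 408 (C replicate B at E-L 37), 420, 1563 and 456 (LR-V replicates A, B and C at E-L 37) or 1619 (LR-V replicate B at E-L 38), and the 125 to 76 (C replicate B at E-L 36), 77, 37 and 56 (C replicates A, B and C at E-L 37) or 83 and 32 (LM-V replicates A and B at E-L 37). The 965 genes are 205 higher and 760 lower as deposited, where the median of all genes is −0.109, and 386 higher and 432 lower with median-of-ratios scaling. In LR-V this stage difference is −1.11 for VviPAL1, −0.89 for VviPAL7, 0.91 for VviFLS3, −2.04 for VviFLS4, −1.13 for VviMYBA1, −1.26 for FLS VIT_202s0012g00450, 1.65 for TCH4, −3.33 for PR-1 VIT_203s0088g00710, −2.02 for CRE1 VIT_217s0000g04920, −0.88 for AHP and −1.14 for AUX1. In LM-V it is −2.11 for VviFLS4, 1.16 for TCH4 and −1.83 for CRE1 VIT_217s0000g04920. LR-V minus LM-V at E-L 38 is −0.86 for the F3′H gene VIT_217s0000g07200, −0.89 for VviFLS3, −0.22 for Vviβ-Actin, 2.54 for TGA VIT_207s0031g02670, 2.11, 5.23, 3.81 and 2.81 for PR-1 VIT_203s0088g00780, VIT_203s0088g00810, VIT_203s0088g00910 and VIT_203s0097g00700, 1.55 for AUX1, and 1.41 and 0.98 for AUX/IAA VIT_211s0016g03540 and VIT_214s0030g02310. Of the genes higher in LR-V at E-L 36 and lower at E-L 38, 113 have all libraries on one side of the controls at both stages.

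Signals in gene lists that the paper does not treat as groups drew attention as well. The paper does name single genes of such groups, among them PR-1 genes, TCH4 of cell wall loosening and NCED of ABA synthesis. Called members higher in LR-V at E-L 36 number 6 of 68 for glutathione S-transferases, 18 of 76 for photosynthesis and light harvesting and 15 of 351 for ribosomal proteins (806 of all 19761 genes are higher), and 10 of 80 histone and cell cycle genes are lower (288 of all genes). At E-L 37, of 95 cell wall loosening genes 10 are higher in LR-V and 6 in LM-V (353 and 73 of all 19761 genes). At E-L 38 in LR-V, 14 of 48 pathogenesis-related (4 PR-1 genes the paper names included), 13 of 29 carotenoid and ABA synthesis, 17 of 45 clock and light signalling, 40 of 76 light harvesting, 6 of 43 stilbene synthase and 11 of 33 sugar transport genes are higher (2001 of all genes). In LM-V 11 of 76 light harvesting genes are higher (909 of all genes) and 25 of 351 ribosomal protein genes lower (968 of all genes). The mean of the 2 seed storage genes is 1.69 higher in LR-V than in C libraries on the log2 scale.

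Seed storage transcripts stand out in 5 of 9 LR-V libraries, although the berries were deseeded. Exchanging labels within stages gives a difference as large as 1.69 with exact permutation p = 0.0205 over 8000 rearrangements (LM-V: 0.02, p = 0.9885). The list drew attention by this difference, and against the highest of 60 lists in each rearrangement p is 0.0295 for the difference and 0.45 for the difference divided by its standard error, so a chance placement of the high libraries stays open. A response alike in all LR-V berries is unlikely, since 4 of 9 LR-V libraries lie within the range of the control libraries of their stage. Seed remains in some libraries are a candidate explanation: late embryogenesis genes follow the 2 seed genes within groups at a median r of 0.90 (8 of 11 genes above 0.8), as do the abundant dehydrin gene VIT_204s0023g02480 (0.93, with a mean of 228 FPKM in control libraries) and the 7S globulin gene VIT_214s0128g00200 (0.95, 8 FPKM). These genes may also respond to drought or ABA in berry tissue, the 12S globulin gene VIT_212s0059g02390 is at 0 in all 27 libraries, and these values cannot separate the explanations.

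In LR-V berries at E-L 37 more genes are lower (638) than higher (353) as deposited. With median-of-ratios scaling 276 are lower and 516 higher, so the excess of lower genes depends on the scaling. As deposited, the median log2 fold change of all genes in that comparison is −0.089, against 0.018 for LR-V at E-L 36. Median-of-ratios scaling brings it to 0.002 by its construction, so the changed balance does not show the cause of the excess. Without read counts or an external standard, which scaling is nearer to the RNA content of the berries cannot be tested.

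Between LR-V and LM-V at E-L 38, 1472 genes are called with the spread shared over 9 groups and 3 with the spread of these 2 groups alone. A larger spread of these groups could explain that, but their mean variance is 1.011 of the mean of all groups, which leaves the question open. The smaller number of libraries, 6 in place of 27, may account for part of it, and LR-V against C at that stage also falls, from 3514 to 1973.

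Regrouping the libraries of a comparison of 3 against 3 gives 10 splits, too few for a share under 0.05. The real grouping, 1 of 10 in each of these comparisons, calls 1094, 991 and 3514 genes for LR-V against C at the 3 stages, and the highest other split 4, 0 and 1. For LM-V they are 14, 113 and 1877 against 3, 2 and 2, for C between stages 7419 and 5639 against 1 and 1, and for LR-V against LM-V at E-L 38 1472 against 1. For LR-V against LM-V at E-L 36, 2 of 10 splits reach 7 genes (highest other 24), and at E-L 37 10 of 10 reach 0 (highest other 38). For the stage differences 100 splits were used, the real one included. Of these, 2 reach the real 965 genes for LR-V (highest other 1459) and 2 the real 125 for LM-V (highest other 201). The share is under 0.05, which makes chance placement of the treatment labels unlikely without excluding it. This does not by itself show that the stages differ, because the splits mix the treatment effects of all stages. In both treatments the higher split keeps the labels at E-L 36 and exchanges the whole groups at E-L 38, so by construction it holds the difference between the effects at these stages.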

How the results depend on the processing

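The alternatives with the seed storage transcripts, the centring within stages and the mean effect over stages were chosen after the values had been seen, and the cause of the changes below was not tested except where fewer libraries or a stricter rule make it plain. Counts of called genes are given in the order LR-V at E-L 36, 37 and 38, then LM-V. With only the groups compared (6 libraries in place of 27), LR-V has 504, 249 and 1973 called genes, LM-V 0 at E-L 36 and 13 at E-L 37, and LR-V against LM-V 0 at E-L 36 and 3 at E-L 38. Requiring a fold change of at least 2 as well leaves 303, 235 and 771, and 9, 46 and 308. The rebuilt NOISeq rule gives 499, 400 and 773, and for LM-V 81 at E-L 36 and 300 at E-L 38. A pseudocount of 0.1 gives 65 for LM-V at E-L 37 and 0 for LR-V against LM-V at E-L 36, and no filter gives 20 for the latter. Limma without the trend and robust steps gives 74 for the stage difference of LM-V. The seed list mean as covariate gives 0 and 841 for LR-V against LM-V at E-L 36 and 38. Without the libraries above the seed list limit, where LR-V keeps 1 library at E-L 37 and at E-L 38 that is assumed to vary like the other groups, LR-V has 709, 589 and 707, LM-V 25 at E-L 37, LR-V against LM-V 0, 5 and 59, and the stage differences 317 and 48. Median-of-ratios scaling keeps every count within 1.5 times but turns the balance of higher and lower genes of LR-V at E-L 37 (353 and 638) to 516 and 276, of LM-V at E-L 38 (909 and 968) to 1129 and 854, of the stage difference of LM-V (56 and 69) to 65 and 52, and of C from E-L 36 to 37 (5453 and 1966) to 2695 and 3311. It widens that of LM-V at E-L 37 (73 and 40) to 118 and 25.

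Leaving out 1 library at a time gives 494 (without C replicate C) to 1203 genes for LR-V at E-L 36, 322 (without LR-V replicate C) to 1523 (without LR-V replicate B) at E-L 37 and 1916 (without LR-V replicate C) to 3884 at E-L 38. For LM-V the ranges are 3 (without C replicate C) to 29 (without LM-V replicate C), 19 (without LM-V replicate B) to 129, and 1078 (without LM-V replicate B) to 1483. LR-V against LM-V ranges from 0 to 157 (without LM-V replicate B), 0 to 1, and 356 (without LR-V replicate C) to 2270 (without LR-V replicate B). C between stages ranges from 6096 to 6514 and from 4263 to 5041, and the stage differences from 408 (without C replicate B at E-L 37) to 1619 (without LR-V replicate B at E-L 38) and from 32 (without LM-V replicate B at E-L 37) to 145. Of 538 calls of named genes, 294 remain without each library, 244 are lost without at least 1, and 0 change sign. Of the named results, median-of-ratios scaling ends 38 calls, the pseudocount 58, no filter 43, the replicate block 20, only the groups compared 232, limma without trend and robust steps 40, the seed covariate 72 and leaving out the seed libraries 234.

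No pairing of samples by replicate letter was seen, with group means removed. Libraries of different groups with the same letter correlate at a mean of −0.02 and others at 0.01. Within a stage the means are 0.034 and −0.017. For 5 of 27 libraries the best correlated library of another group has the same letter. Pairs of one treatment across stages were not examined apart, so repeated sampling of the same vines is not excluded. A replicate block gives 995, 893 and 3356 genes for LR-V and 18, 90 and 1763 for LM-V.

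List tests that pass number 51 as reported, 2 with an estimated correlation, 52 with the replicate block and 43 with the seed covariate. Of the 8 correlations with metabolites, none passes as reported and 1 without the 2 farthest groups. Leaving out these groups reverses the r of PAL VIT_216s0039g01130 (−0.47), VIT_216s0039g01100 (−0.71), VIT_216s0039g01110 (−0.46), VIT_216s0039g01120 (−0.63) and F3H VIT_213s0047g00210 (−0.72), and log2 group means reverse VIT_216s0039g01100 (−0.12) and VIT_216s0039g01120 (−0.01). Co-expressed transcription factors of group I number 35 over 27 libraries, 18 with genes of the NOISeq rule, 127 at the looser limits and 12 within stages, and those of group II 1 over 27 libraries, 4 on the log2 scale, 8, 39 and 0. Averaged over stages, LR-V has 1760 genes higher and 1642 lower (629 and 671 with the seed covariate, 2017 and 1356 with median-of-ratios scaling) and LM-V 223 and 365 (363 and 161 with that scaling, the opposite balance). Without read counts, the precision of low values cannot be given, and genes below the expression minimum were fitted only without the filter.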

Differences from the paper's values

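For transcription factors co-expressed with the 2 FLS guide genes (group II) the paper gives 59, and 13 were found here at its stricter limits (absolute r above 0.8 and p at most 0.01), over 9 group means. None of the alternatives set before the data were examined reaches the paper's count: they give 1 (27 libraries), 4 (log2 scale), 8 (genes of the rebuilt NOISeq rule) and 39 (the paper's looser limits of absolute r above 0.7 and p at most 0.05).

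Pearson correlations with total flavonoids in the paper's Table S5 are 0.86 for VIT_216s0039g01130 (0.19 here), 0.84 for VIT_216s0039g01100 (0.10 here), 0.84 for VIT_216s0039g01110 (0.19 here), 0.8 for VIT_216s0039g01120 (0.11 here), 0.77 for the F3H gene VIT_213s0047g00210 (0.13 here) and 0.74 for the 4CL gene VIT_206s0061g00450 (0.11 here). The log2 scale (0.09, −0.12, 0, −0.01, 0.03 and 0.06) and leaving out the 2 farthest groups (−0.47, −0.71, −0.46, −0.63, −0.72 and 0.26), both set before the data were examined, differ as well. With flavonols the paper gives 0.73 for VviFLS4 (VIT_218s0001g03470), against 0.66 here. The log2 scale gives 0.68, and leaving out the 2 farthest groups 0.5. A value is taken to differ if it lies farther from the paper's than a bootstrap standard deviation. That is the spread of the uncentred r here when the 3 libraries of each group are resampled (0.05 for VviFLS4). The paper gives no spread of its own. By this measure the log2 value of VviFLS4 does not differ. Here the means of 9 groups were paired with the means of Table S4, while the paper speaks of the profiles of all samples and does not say whether means or single replicates were paired. The flavonoids of Table S4 are those of berry skins, and the expression values used here are those of deseeded berries. Centring both measures within each stage, chosen after seeing the values, gives 0.68, 0.71, 0.68, 0.62, 0.81 and 0.49 for the 6 genes. Of these, only the F3H gene lies within that bootstrap spread (0.09) of the paper's value, a spread computed for the uncentred r. At permutation p under 0.05 centring drops 7 of the 8 genes of Table S5 and keeps VIT_208s0007g00750 (0.00926). The uncentred values drop 7 as well and keep VviFLS4 (0.0487).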

Other observations

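The test of the low-oxygen genes was chosen after the genes higher at E-L 36 and lower at E-L 38 had been seen, as were the overlap of stages, the correlations with flavan-3-ols, and the fits with the seed covariate or without the libraries high in seed transcripts.

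Several photosynthesis genes were higher in exposed than in control berries. In LR-V berries at E-L 38 the light-harvesting gene VIT_212s0028g00320 rose from 4.76 ± 0.684 to 31.4 ± 4.89 FPKM (2.49, adjusted p = 2.91e-08, n = 3) and the photosystem I subunit gene VIT_204s0023g00410 from 0.81 ± 0.509 to 6.78 ± 2.99 (2.07, adjusted p = 3.79e-06), and in LM-V they rose to 20.4 ± 1.31 (1.90, adjusted p = 2.53e-06) and 3.17 ± 0.355 (1.24, adjusted p = 0.00174). Of 76 such genes 40 are higher in LR-V at E-L 38 (46 adjusted over the list alone, camera adjusted p = 3.88e-16, and 0.29 with an estimated correlation), 18 at E-L 36 (33 alone, adjusted p = 3.58e-10, and 0.381), and 11 in LM-V at E-L 38 (14 alone, adjusted p = 7.47e-06, and 0.958), and LR-V lies above LM-V for 24. The photoprotection gene VIT_205s0020g04110 rose at E-L 38 from 207 ± 12.8 to 524 ± 37.4 in LR-V (1.33, adjusted p = 1.99e-06) and 540 ± 72.4 in LM-V (1.37, adjusted p = 2.53e-06), and the photolyase gene VIT_209s0002g05990, which repairs ultraviolet damage, from 2.06 ± 0.449 to 5.57 ± 1.34 (1.09, adjusted p = 0.00182) and 5.81 ± 1.54 (1.14, adjusted p = 0.00242). As a set the 5 photoprotection genes pass in LR-V at E-L 36 (adjusted p = 0.0366, and 0.427 with an estimated correlation) and 38 (0.00358, and 0.362) and in LM-V at E-L 38 (0.000394, and 0.475). The clock gene APRR5-like VIT_215s0048g02540 rose at E-L 38 in LR-V (0.96, adjusted p = 3.13e-06) and LM-V (0.78, adjusted p = 6.46e-05), cryptochrome 1 (VIT_218s0001g05680) rose in LR-V (0.91, adjusted p = 2.02e-05), and the phytochrome-interacting factor VIT_201s0244g00010 fell from 266 ± 5.03 to 174 ± 29.1 (−0.62, adjusted p = 9.84e-05) and 141 ± 8.42 (−0.91, adjusted p = 2.53e-06). Without the libraries high in seed transcripts, which leaves 1 LR-V library at E-L 38, the photolyase gene is at 0.76 (adjusted p = 0.261) and the phytochrome-interacting factor at −0.38 (adjusted p = 0.0692) in LR-V, and from a single library the loss of these calls does not tell whether seed transcripts matter. The clock and light signalling list has 17 higher and 2 lower of 45 in LR-V at E-L 38 (adjusted p = 0.000163, and 0.362 with an estimated correlation).

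Single genes of cell wall, sugar transport and defence lists changed as well. At E-L 37 the xyloglucan hydrolase genes VIT_211s0052g01320 and VIT_211s0052g01260 rose in LR-V, from 1.16 ± 0.229 to 8.75 ± 1.14 FPKM (2.17, adjusted p = 3.84e-05) and from 25.4 ± 3.04 to 87.8 ± 15.9 (1.74, adjusted p = 0.000199), and in LM-V the first rose to 5.37 ± 1.99 (1.51, adjusted p = 0.00437, and 0.0555 without LM-V replicate B). At E-L 38 the sugar transporter genes SWEET10 (VIT_217s0000g00830) and SWEET2a (VIT_210s0003g02190) rose in LR-V, from 16.2 ± 12.8 to 64.6 ± 21.2 (2.11, adjusted p = 0.000139) and from 1.14 ± 0.471 to 4.44 ± 0.523 (1.37, adjusted p = 3.24e-05). The stilbene synthase genes VIT_210s0042g00880 and VIT_210s0042g00870 rose in LR-V from 0.0267 ± 0.0462 to 3.91 ± 1.37 (2.22, adjusted p = 0.00555) and from 0.15 ± 0.26 to 3.57 ± 1.42 (1.96, adjusted p = 0.00703), and with the 1 LR-V library at E-L 38 that is low in seed transcripts they are at 2.51 (adjusted p = 0.0512) and 1.41 (adjusted p = 0.344), no longer called, which gives no evidence of a seed origin. The chitinase gene VIT_205s0094g00360 rose in LR-V at E-L 37 from 0.79 ± 0.368 to 13.3 ± 4.31 (2.97, adjusted p = 4.18e-05). Glutathione S-transferase VIT_201s0026g01340 rose in LR-V at E-L 36 from 62.5 ± 7.03 to 130 ± 11.5 (1.04, adjusted p = 0.00216) while the histone genes VIT_214s0081g00500 (−0.72, adjusted p = 0.000624) and VIT_206s0004g03890 (−0.63, adjusted p = 0.00219) fell. An ERF gene (VIT_207s0031g01980) rose in LR-V from 2.24 ± 1.41 to 38.2 ± 19.2 at E-L 36 (3.58, adjusted p = 0.000401) and from 0.457 ± 0.306 to 7.84 ± 1.22 at E-L 37 (2.61, adjusted p = 0.00702), and the DnaJ gene VIT_218s0001g14440 at E-L 36 from 3.22 ± 1.08 to 32.4 ± 3.7 in LR-V (3.01, adjusted p = 1.24e-05, r = 0.62 with the seed transcripts). In LM-V at E-L 38 the asparagine synthase gene VIT_206s0004g06830 rose from 1.43 to 39.1 ± 17.9 (3.97, adjusted p = 0.00089, r = 0.76 with the seed transcripts).

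The other lists that pass the preset correlation against C are these, each with the adjusted p of camera and then that with an estimated correlation. In LR-V at E-L 36 they are bZIP factors (0.012, 0.427), ethylene synthesis (0.0386, 0.427), glutathione S-transferases (0.00114, 0.427), heat shock (0.012, 0.64, with 0 of 66 genes called by limma and 12 with unadjusted p under 0.05), histones and cell cycle (lower, 0.00125, 0.188), late embryogenesis (0.012, 0.551, and 0.172 with the seed covariate), pathogenesis-related proteins (0.0314, 0.6), ribosomal proteins (6.75e-05, 0.551) and stilbene synthases (0.0264, 0.724). In LR-V at E-L 37 they are AP2/EREBP factors (0.00043, 0.754), cell wall loosening (0.0288, 0.276), all named hormone genes (0.00286, 0.754), late embryogenesis (0.00688, 0.754, and 0.83 with the seed covariate), light harvesting (0.00286, 0.754), stilbene synthases (0.00286, 0.874) and terpene synthases (0.0106, 0.175). At E-L 38 they are carotenoid and ABA synthesis (0.0146, 0.371), salicylate genes (0.0013, 0.371), pathogenesis-related proteins (0.00358, 0.47, and 0.0623 with the seed covariate), stilbene synthases (0.0148, 0.638, and 0.257 with the seed covariate) and sugar transport (0.00202, 0.362). For LM-V they are glutathione S-transferases (0.00173, 0.549), heat shock (0.00443, 0.852), all named hormone genes (0.00287, 0.694), histones and cell cycle (lower, 0.00173, 0.134) and light harvesting (0.000734, 0.653) at E-L 36, cell wall loosening (0.0377, 0.339) and histones (lower, 0.00819, 0.339) at E-L 37, and AP2/EREBP factors (lower, 0.046, 0.958), ribosomal proteins (lower, 0.046, 0.968) and stilbene synthases (0.00126, 0.958) at E-L 38. For cell wall loosening the median log2 fold change at E-L 37 turns from −0.02 to 0.05 in LR-V and from −0.04 to 0.03 in LM-V with median-of-ratios scaling.

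Of the LR-V genes, 181 are higher at both E-L 36 and 38 (81.6 expected if the stages were independent), 34 lower at both (22.1), 38 lower then higher (29.2) and 118 higher then lower (61.7), of which 109 stay so with median-of-ratios scaling. In LM-V 116 of the 118 have the same signs, which the shared controls favour, and 7 are called at both. The 118 include 13 genes of one scaffold whose identifiers begin with VIT_212s0057g. VIT_212s0057g00170 rose in LR-V at E-L 36 from 14.9 ± 4.44 to 108 ± 6.44 FPKM (2.82, adjusted p = 2.59e-06) and fell at E-L 38 from 57.2 ± 17.6 to 2.73 ± 0.632 (−3.93, adjusted p = 5.22e-09), and in LM-V it is at 62.1 ± 22.1 (1.97, adjusted p = 0.00212) and 3.07 ± 0.336 (−3.79, adjusted p = 1.55e-08). Groups of 3 against 3 have all libraries on one side by chance for 10% of genes, and here for 24.0% in LR-V at E-L 36 and 33.2% at E-L 38.

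The 118 genes include 5 of 29 tested low-oxygen enzyme genes, a list drawn up after these genes were seen, so that the overlap is no test. Among them are the plant cysteine oxidases VIT_214s0108g00090 (1.97 at E-L 36 and −2.15 at E-L 38) and VIT_208s0056g01300 (1.27 and −2.70). For a low-oxygen response as a hypothesis, the 24 other genes of that list were examined. Their median log2 fold change in LR-V is 0.07 at E-L 36 and −0.12 at E-L 38, where 14 are below 0 and 10 above. Over all 29 genes the medians are 0.2 and −0.16. The 24 are what remains once the 5 that show the pattern are taken out, and the 29 include those 5. Neither set can therefore decide, and the hypothesis stays open.

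Both treatments share the controls of each stage, so part of their likeness may come from these libraries. The correlation of their effects over genes is 0.50, 0.62 and 0.54 at the 3 stages, and 0.43, 0.45 and 0.52 in data simulated with no effect and shared controls. Their covariance is 0.0551, 0.0758 and 0.1136, against simulated means of 0.0344, 0.0359 and 0.0394 and highest values of 0.0963, 0.073 and 0.0729 in 20 simulations, so at E-L 37 and 38 it lies above each of them. Genes higher in both number 12, 69 and 546 and lower in both 2, 33 and 528, against 0.5, 1.3 and 92 higher and 0, 1.3 and 74.1 lower expected from independent calls, and 5 genes move in opposite ways at E-L 38. With 3 controls per stage, no separate controls can be set aside for each treatment.

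The genes of Table S5 that the paper relates to total flavonoids correlate over the 9 groups with the flavan-3-ols of Table S4 at r = 0.88, 0.90, 0.86 and 0.85 (PAL VIT_216s0039g01130, VIT_216s0039g01100, VIT_216s0039g01110 and VIT_216s0039g01120), 0.89 (F3H VIT_213s0047g00210) and 0.79 (4CL VIT_206s0061g00450), with permutation p adjusted over 40 relations of 0.0305, 0.0268, 0.0347, 0.0347, 0.0268 and 0.078. These relations run across the stages of ripening. With both measures centred within each stage r is 0.60, 0.63, 0.58, 0.48, 0.63 and 0.37, and the permutation p, unadjusted, is 0.176, 0.167, 0.204, 0.333, 0.176 and 0.403, so none of them passes there.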
